# GLI transcriptional repression regulates tissue-specific enhancer activity in response to Hedgehog signaling

**DOI:** 10.7554/eLife.50670

**Published:** 2020-01-28

**Authors:** Rachel K Lex, Zhicheng Ji, Kristin N Falkenstein, Weiqiang Zhou, Joanna L Henry, Hongkai Ji, Steven A Vokes

**Keywords:** Hedgehog, transcriptional repression, GLI, enhancers, chromatin, limb bud, Mouse

## Abstract

Transcriptional repression needs to be rapidly reversible during embryonic development. This extends to the Hedgehog pathway, which primarily serves to counter GLI repression by processing GLI proteins into transcriptional activators. In investigating the mechanisms underlying GLI repression, we find that a subset of GLI binding regions, termed HH-responsive enhancers, specifically loses acetylation in the absence of HH signaling. These regions are highly enriched around HH target genes and primarily drive HH-specific transcriptional activity in the mouse limb bud. They also retain H3K27ac enrichment in limb buds devoid of GLI activator and repressor, indicating that their activity is primarily regulated by GLI repression. Furthermore, the Polycomb repression complex is not active at most of these regions, suggesting it is not a major mechanism of GLI repression. We propose a model for tissue-specific enhancer activity in which an HDAC-associated GLI repression complex regulates target genes by altering the acetylation status at enhancers.

## Introduction

Transcriptional repressors are instrumental in establishing developmental lineages and preventing improper gene expression. Long-term repression is accompanied by stable modifications to DNA and chromatin that prevent rapid transcriptional changes. In contrast, transient repression is rapidly reversible, providing a mechanism for controlling gene activation during the dynamic process of embryogenesis. This control is especially important for spatially restricting gene expression until signal transduction mechanisms alleviate repressor activity. This is exemplified by the Hedgehog (HH) signaling pathway, which ensures proper spatiotemporal regulation of its target genes through the coordination of bifunctional GLI proteins. Activation of HH signaling results in the processing of GLI proteins into transcriptional activators, which are otherwise proteolytically modified into truncated transcriptional repressors in the absence of HH ligand (Wang et al., 2000; Harfe et al., 2004).

The importance of balancing opposing GLI functions is illustrated in the limb bud, where Sonic Hedgehog (SHH) signaling alleviates GLI repression in a spatiotemporal manner to regulate growth of the digit-forming autopod. HH expression initiates in the posterior, distal limb, and forms a gradient along the posterior-anterior axis. Consequently, GLI activators are enriched in the posterior limb bud where many cells are exposed to HH ligands, while an inverse domain of GLI repressors in the anterior limb bud serve to spatially restrict the boundary of HH target gene expression (Wang et al., 2000; Ahn and Joyner, 2004). The presence of both GLI activator and GLI repressor domains makes the limb bud an ideal model for understanding the roles of GLI proteins in regulating HH-responsive transcription.

Interestingly, the limb bud is primarily a GLI repressor-driven system, as most transcriptional targets do not actually require GLI activator for transcription, but can be activated by loss of GLI repressor alone. This property of de-repression rather than activation is exemplified by *Shh^-/-^* limb buds (constitutive GLI repression, no GLI activation), which have a nearly complete absence of digits and a severe reduction in limb size. The phenotype is markedly improved in *Shh^-/-^;Gli3^-/-^* double mutants which lack SHH and the main transcriptional repressor, GLI3, and are therefore devoid of most or all GLI activity (both activation and repression) (Litingtung et al., 2002; te Welscher et al., 2002; Bowers et al., 2012). In particular, GLI de-repression is sufficient to activate most GLI target genes in the limb bud, suggesting that the primary role of the HH pathway is to alleviate GLI repression (Lewandowski et al., 2015). The transient nature of GLI repression represents a key mechanism for the dynamic transcriptional regulation of HH targets as HH induction rapidly inactivates GLI repression, resulting in transcription of targets within 4–9 hr of stimulation (Harfe et al., 2004; Panman et al., 2006; Visel et al., 2007).

The mechanisms underlying GLI repression are unknown but could in principle function either by excluding GLI activator binding or by recruiting co-repressors (Wang et al., 2010). Although the former category provides an attractive model for how GLI proteins might interpret gradients of HH ligand (Falkenstein and Vokes, 2014), it fails to account for the large number of GLI target genes that are fully activated upon de-repression in the absence of HH signaling, and likewise, GLI activator. In support of the latter category, several GLI co-repressors have been identified in various contexts, including Atrophin (Zhang et al., 2013), Ski (Dai et al., 2002) and tissue-specific transcription factors (Oosterveen et al., 2012; Hayashi et al., 2016). Members of the BAF chromatin remodeling complex have also been shown to generally regulate GLI transcriptional responses but it is unclear if they specifically regulate GLI repression (Jagani et al., 2010; Zhan et al., 2011; Jeon and Seong, 2016; Shi et al., 2016). Additional studies have described various interactions between Polycomb repression and HH signaling (Wyngaarden et al., 2011; Shi et al., 2014; Weiner et al., 2016; Deimling et al., 2018), indicating the possibility that PRC2 mediates aspects of GLI repression. Since mutations in candidate repressor complexes are pleiotropic, it has been challenging to determine if they directly mediate GLI repression, a challenge compounded by the dual roles of GLI proteins as transcriptional activators and repressors.

Using a genomic approach and the developing limb as a model, we sought to determine if GLI proteins repress HH target genes through altering the chromatin environment at GLI binding regions (GBRs). We hypothesized that GLI repressors regulate gene expression by inactivating enhancers. Consistent with this, we find that GLI repression regulates enhancer modification status, and thus, activity through the de-acetylation of Histone H3K27. This repression occurs independently of Polycomb activity. Enhancers regulated in this fashion correspond to known GLI limb enhancers, are highly enriched around HH target genes, and primarily drive tissue-specific enhancer activity within HH-specific expression domains. Based on these findings, we propose that GLI repressors inhibit gene expression by altering enhancer activity, providing an explanation for the labile nature of GLI repression.

## Results

### A subset of GLI binding regions is epigenetically regulated by HH signaling

Since most HH targets can be activated by loss of GLI repression, we hypothesized that enhancers may be activated by HH signaling when GLI repression is relieved. To test this, we first identified active GLI enhancers in the developing limb at embryonic day 10.5 (E10.5), when high levels of HH target gene expression are observed. We used an endogenously FLAG tagged *Gli3* allele (Lopez-Rios et al., 2014; Lorberbaum et al., 2016) to identify GLI3 binding regions by ChIP-seq and then identified regions enriched for H3K27ac, a marker associated with active enhancers (Heintzman et al., 2007; Heintzman et al., 2009; Creyghton et al., 2010; Rada-Iglesias et al., 2011; Cotney et al., 2012). Altogether we identified 7,282 endogenous GLI3 binding regions (GBRs), with the majority of regions enriched for H3K27ac (83%; 6,064/7,282 GBRs) in wild-type (WT) limb buds which have active HH signaling (Figure 1—figure supplement 1A; Figure 1—source data 1). Nearly all nuclear GLI3 is present in the anterior half of the limb bud in the repressor form with little or no nuclear GLI3 present in the posterior half, consistent with previous findings (Wang et al., 2000) (Figure 1—source data 1B). Therefore, the GBRs identified in this study are likely to exclusively represent GLI3-repressor binding regions.

Next, we asked if HH signaling was required for the activation of GLI enhancers by performing ChIP-seq for H3K27ac in *Sonic hedgehog* (*Shh*) null E10.5 forelimbs, prior to overt phenotypes in *Shh* nulls, and comparing H3K27ac enrichment to that in WT limbs (Chiang et al., 2001) (Figure 1A; Figure 1—source data 2). Since *Shh^-/-^* forelimbs have constitutive GLI repression, we hypothesized that in the absence of HH signaling, GLI repressors may prevent activation of their enhancers. We found that most H3K27ac enriched regions were present in both WT and *Shh*^-/-^ embryos (98.3%; 58,720/59,729 H3K27ac peaks); however a subset of 2,113 WT H3K27ac enriched regions had acetylation that was significantly reduced or completely lost in the absence of HH signaling (Figure 1—source data 2). We then asked whether those regions with reduced acetylation in the absence of HH signaling include GLI-bound enhancers by intersecting H3K27ac enrichment with the endogenous GBRs identified. We found that 94% of GBRs (5,715/6064 GBRs) with acetylation in WT limbs also retain H3K27ac in *Shh*^-/-^ limb buds, which we have termed Stable GBRs (Figure 1C,D). GBRs that remain stably acetylated regardless of HH signaling likely function as active enhancers whose activity is not predominantly regulated by HH signaling. However, H3K27ac enrichment was reduced or lost in the absence of HH signaling in a smaller subset of GBRs, suggesting that GLI repressor may regulate the activity of this group of enhancers. Within this GBR class with HH-responsive acetylation, we identified populations of GBRs that had either significant reductions (termed HH-sensitive; n = 148) or a complete absence of H3K27ac enrichment (termed HH-dependent; n = 201) in *Shh*^-/-^ limb buds (Figure 1B,C). The latter two categories are henceforth collectively referred to as HH-responsive GBRs. As H3K27ac is not exclusively localized to enhancers, we also examined the enrichment of histone H3K4me1, a general marker of primed and active enhancers, at these GBRs using publicly available data (ENCODE Project Consortium, 2012) (Figure 1—source data 3). In WT limb buds, 82% of HH-responsive GBRs are enriched for H3K4 mono-methylation, supporting that these regions are likely to act as enhancers (HH-sens: 123/148, 83%; HH-dep: 162/201, 81%).

**Figure 1.**
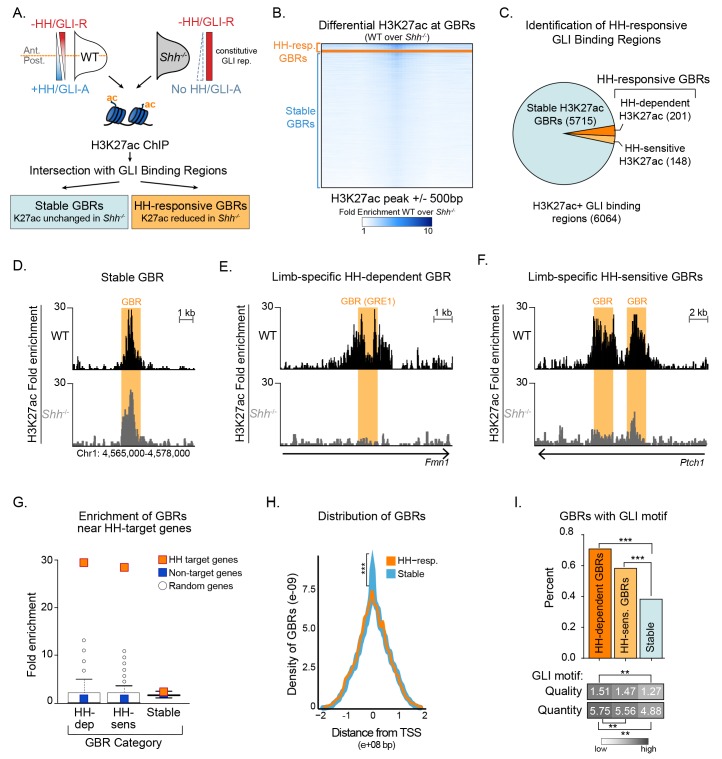
Hedgehog signaling regulates acetylation of H3K27 at a subset of GLI binding regions. (**A**) Pipeline for identifying different categories of GLI bound regions (GBRs). (**B**) Heatmap depicting differential H3K27ac enrichment in WT over *Shh*^-/-^ limb buds for HH-responsive and Stable GBRs. (**C**) Classification of GBR categories from E10.5 GBRs with H3K27ac in WT limbs. (D-F). H3K27ac enrichment in WT and *Shh* ^-/-^ is shown across a representative genomic region near a Stable GBR (**D**), and biologically validated HH-responsive GBRs: a HH-dependent GBRs, GRE1, at the HH target gene *Gremlin 1* (*Grem1*) (Li et al., 2014) (**E**) and HH-sensitive GBRs shown to regulate limb-specific expression of the HH target *Ptch1* (Lopez-Rios et al., 2014) (**F**). (**G**) HH-dependent GBRs, HH-responsive GBRs and Stable GBRs are significantly enriched (2 kb upstream- 1 kb downstream of TSS) near HH target genes compared to randomly chosen genes (p=0, p=0 and p=0, respectively, permutation test based on 1000 permutations). (**H**) Proportional distribution of Stable and HH-responsive GBRs arounds transcription start sites (TSS), indicating significant enrichment of Stable GBRs at TSS compared to HH-responsive GBRs (p=2.55e-40, Fisher's exact test, two sided). (**I**) Both HH-dependent and HH-sensitive GBRs have significantly more GLI motifs than Stable GBRs (top)(p=2.2e-16 and p=8.00e-06; one-sided proportional test). HH-dependent and HH-sensitive GBRs containing GLI motifs have significantly higher quality of GLI motifs than Stable GBRs (Quality score; p=5.03e-13 and p=5.98e-08; one-sided Wilcoxon test) and significantly more motifs per GBR within HH-dependent GBRs than Stable GBRs (Quantity score; p=5.92e-06; one-sided Wilcoxon test). See Figure 1—figure supplement 1, Figure 1—source data 1, Figure 1—source data 2, Figure 1—source data 3, Figure 1—source data 4. Figure 1—source data 1.Endogenous GLI3-Flag ChIP-seq analyzed data and called peaks.GLI3 binding regions with called peaks with a false discovery rate (FDR) < 0.05 from two biological replicates of E10.5 (32–35S) forelimbs. Rank ordered coordinates, peak length, log2 fold change (log2FC) and FDR are listed for each peak. Figure 1—source data 2.WT vs *Shh^-/-^* H3K27ac ChIP-seq analyzed data and called peaks.H3K27ac called peaks with a FDR < 0.05 from two biological replicates from WT and *Shh^-/-^* E10.5 forelimbs. For each peak, the assigned Peak ID, coordinates, peak type, fold change normalized to input for WT and *Shh^-/-^* samples and fold change of WT over *Shh^-/-^* are listed. Additional tabs include sorted datasets for sub-classifications. Tabs containing GBRs indicate intersections with GLI binding regions. Figure 1—source data 3.H3K4me1 ChIP-seq analyzed data and called peaks from GSE86690.H3K4me1 called peaks with a false discovery rate (FDR) < 0.05 from two biological replicates of E10.5 WT forelimbs. Note that this is a reanalysis of a publicly available ENCODE dataset (see methods). Figure 1—source data 4.Motifs uncovered from HH-responsive enhancers.Table showing the top 20 motifs uncovered from de novo motif analysis on HH-responsive GBRs. The enrichment is relative to matched genomic controls. Note that ‘HH_resp_2’ is the only motif with an enrichment value of greater than two and corresponds with a known GLI binding motif.

**Figure 1—figure supplement 1.**
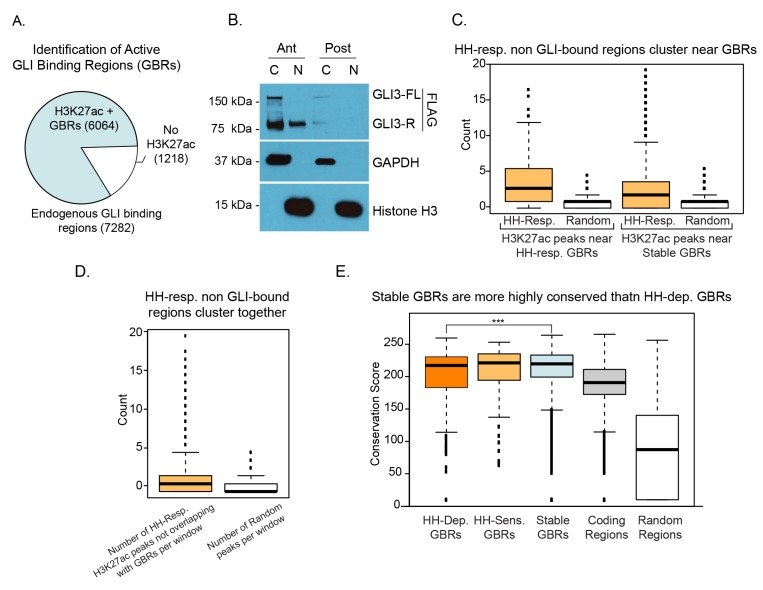
Nuclear localization of GLI3 and properties of GLI binding regions. (**A**) Intersection of endogenous GLI3 binding and H3K27ac in E10.5 WT limb buds. (**B**) Western blots from anterior and posterior E10.5 limb buds indicating the distribution of endogenous GLI3-FLAG in cytoplasmic and nuclear fractions (C = cytoplasmic fraction, N = nuclear fraction; Ant = Anterior forelimb, Post = Posterior forelimb) (n = 3). (**C**) Hedgehog-responsive enhancers that are not bound by GLI are clustered near GLI binding regions. Box plot indicates the proximity of HH-responsive H3K27ac peaks that are not bound by GLI to either HH-Responsive GBRs or Stable GBRs compared to random peaks. For both HH-responsive and stable GBRs, the number of HH-Responsive non-GBR H3K27ac peaks is significantly larger than the number of random regions (Wilcoxon-test p-value=0). (**D**) HH-responsive peaks not bound by GLI3 are clustered together. The genome was split into 100,000 base-pair non-overlapping windows and the number of HH-responsive H3K27ac peaks that are not bound by GLI3 were counted as well as the number of random peaks. Only windows that overlapped with at least one HH-responsive H3K27ac peak or random peak were considered. The two counts are significantly different (Wilcoxon-test p-value=0). The dark black line indicates the median. The lower boundary of the box indicates the first quantile, while the upper boundary of the third box is the third quantile. The circles indicate outliers. (**E**) Box plot showing the conservation scores for different classes of GBRs. The conservation scores correspond to phastCons values linearly scaled from 0 to 255. HH-responsive GBRs have significantly lower conservation scores than stable GBRs (p-value=0.0001134492, one sided Wilcoxon test). None of the other pairs of GBRs are significantly different from each other. ‘Coding regions’ represent conservation scores for all protein coding genes in the mouse mm10 genome while ‘Random regions’ represent conservation scores for a set of 1000 random genomic loci that do not overlap with any gene. The dark black line indicates the median. The lower boundary of the box indicates the first quantile, while the upper boundary of the third box is the third quantile. The circles indicate outliers.

### Hedgehog-responsive GBRs are enriched near Hedgehog target genes

To determine if HH-responsive GBRs are associated with HH target genes, we examined biologically validated GLI enhancers in the *Gremlin* and *Ptch1* loci that mediate limb-specific transcription of these HH targets and found that they are among the HH-responsive class of GBRs (Figure 1E,F) (Vokes et al., 2008; Zuniga et al., 2012; Li et al., 2014; Lopez-Rios et al., 2014). This suggests that HH-responsive enhancers may regulate limb-specific gene expression in response to HH signaling. Consistent with this possibility, we found that HH-responsive GBRs are highly enriched around the TSS (2 kb upstream to 1 kb downstream) of genes that have reduced expression in *Shh*^-/-^ limb buds (Lewandowski et al., 2015). In contrast, Stable GBRs have minimal, albeit still significant enrichment around HH target genes (p=0, permutation test; Figure 1G).

We observed many HH-responsive H3K27ac regions that change acetylation status in response to HH signaling but are not bound by GLI3. This prompted us to ask asked if these regions cluster near GBRs. HH-responsive non-GLI binding regions cluster together and are significantly enriched around HH-responsive GBRs, and to a lesser extent, near Stable GBRs (Figure 1—figure supplement 1C,D). We conclude that HH-responsive GBRs cluster with other HH-responsive regulatory regions, and are strongly associated with HH target genes, supporting their role in driving gene expression in response to HH signaling during limb development.

### HH-responsive GBRs are distal enhancers containing high quality GLI motifs

Although Stable GBRs are not highly enriched at HH target genes, 62% of them (3,544/5,715) are located in close proximity to the promoters of genes (2 kb upstream to 1 kb downstream of TSS), compared to 26% (91/349) of HH-responsive GBRs (Figure 1H). Most promoter-associated Stable GBRs (90%; 3,190/3,544) are found at promoters associated with CpG islands (defined as a TSS with a CpG region within 5 kb upstream to 2.5 kb downstream), a quality typically associated with housekeeping genes, and genes that tend to be more broadly expressed and less tissue-specific (Zhu et al., 2008). To examine how different classes of GBRs might be differentially regulated, we examined their GLI binding motifs. A significantly higher percentage of HH-dependent and HH-sensitive GBRs contain GLI motifs compared to Stable GBRs (69.7% HH-dep., 57.4% HH-sens., 39.5% Stable). HH-dependent and HH-sensitive GBRs also contain a higher density (1.51 HH-dep., 1.47 HH-sens., 1.27 Stable) and higher quality of GLI motifs compared to Stable GBRs (5.75 HH-dep., 5.56 HH-sens., 4.88 Stable)(Figure 1I). Interestingly, we did not uncover high levels of enrichment of other motifs using de novo motif analysis (Figure 1—source data 4). Additionally, Stable GBRs are slightly more conserved than HH-dependent, but not HH-sensitive GBRs (see Discussion) (Figure 1—figure supplement 1E).

### The Polycomb repressor complex does not regulate most GLI enhancers

GLI activators have been shown to recruit demethylases that remove H3K27me3, a hallmark of the Polycomb repressor complex (PRC2) to promote transcriptional activation of several HH target genes, most notably *Gli1* and *Ptch1* (Margueron and Reinberg, 2011; Shi et al., 2014; Lorberbaum et al., 2016). If PRC2 is recruited by GLI repressors, there should be enrichment of H3K27me3 at HH-responsive enhancers in *Shh^-/-^*, where maximal levels of GLI repression would lead to recruitment of PRC2 and thus methylation at these enhancers. Contrary to this prediction, we identified a minimal number of HH-responsive GBRs enriched for H3K27me3 in E10.5 *Shh*^-/-^ limb buds (31/349 GBRs; Figure 2A–C, Figure 2—source data 1). As reported for MEFs (Shi et al., 2014), these methylated GBRs include the pathway target *Gli1* in addition to other pathway target genes such as *Ptch1* and *Ptch2* (Figure 2B). In contrast, most HH-responsive GBRs (318/349) and signature target gene promoters (14/22) lack enrichment of H3K27me3 in the absence of HH signaling (Figure 2C; Figure 2—figure supplement 1; Figure 2—source datas 1 and 2 ). We conclude that while the PRC2 complex has the potential to regulate a small number of HH pathway target genes, it is not the primary mechanism by which GLI repressors prevent target gene expression.

**Figure 2.**
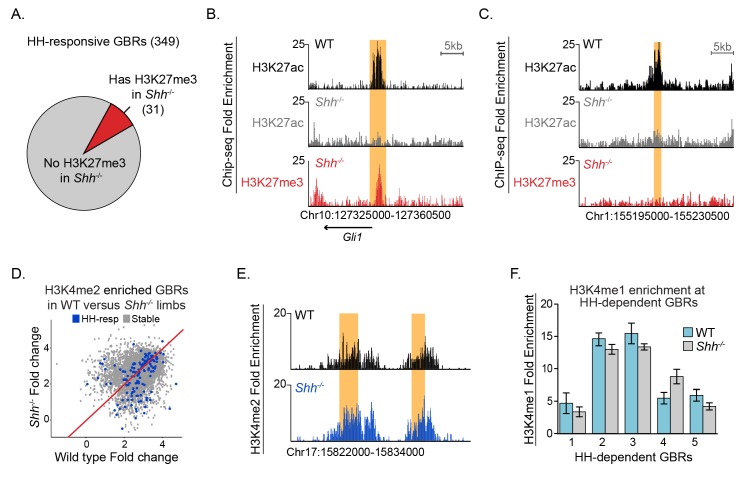
Most HH-responsive GBRs are not regulated by Polycomb repression and retain markers of poised enhancers. (**A**) Chart depicts HH-responsive GBRs that contain enrichment for the PRC2 marker H3K27me3 in *Shh*^-/-^ limb buds (n = 2). (**B**) Tracks depicting a HH-responsive region in *Gli1* with differential H3K27ac enrichment in WT and *Shh*^-/-^ limb buds and H3K27me3 enrichment in *Shh*^-/-^ limb buds. (**C**) Tracks depicting a representative HH-dependent GBR that also lacks H3K27me3. (**D**) Scatter plot for H3K4me2 enrichment of Stable and HH-responsive GBRs from WT and *Shh*^-/-^ limb buds (n = 2). No GBRs show significant changes in di-methylation of H3K4 between WT and *Shh^-/-^*. (**E**) Representative track showing comparable levels of H3K4me2 enrichment for a HH-responsive GBR in WT and *Shh*^-/-^ limb buds. (**F**) Quantitative-PCR assays indicating H3K4me1 ChIP enrichment in WT and Shh-/- limb buds at HH-dependent GBRs (n = 2). See Figure 2—figure supplement 1, Figure 2—source data 1, Figure 2—source data 2, Figure 2—source data 3. Figure 2—source data 1.*Shh^-/-^* H3K27me3 ChIP-seq analyzed data and called peaks.H3K27me3 called peaks with a FDR < 0.05 from two replicates of *Shh^-/-^* E10.5 forelimbs. For each peak, the assigned Peak ID, coordinates, log2 fold change normalized signal to input. Additional tab includes H3K27me3 peaks that overlap with GLI3 binding regions; the GBR sub-classifications are specified. Figure 2—source data 2.Hedgehog responsive genes with H3K27me3 enrichment.The first column indicates genes previously identified as differentially expressed between *Shh^-/-^* and WT E10.5 limb buds (Lewandowski et al., 2015). The second column indicates the fold enrichment of H3K27me3 at the promoter compared to Input with the adjusted P-value indicated in the third column. The fourth column indicates whether the gene has a HH-dependent GBR (indicated by one and yellow shading) within the same presumptive TAD (Dixon et al., 2012). There are 22 HH-dependent target genes out of 80 HH-responsive genes. Figure 2—source data 3.WT vs *Shh^-/-^* H3K4me2 ChIP-seq analyzed data and called peaks.H3K4me2 called peaks with a FDR < 0.05 from two replicates from WT and *Shh^-/-^* E10.5 forelimbs. For each peak, the assigned Peak ID, coordinates, peak type, fold change normalized to input for WT and *Shh^-/-^* samples and fold change of WT over. *Shh^-/-^* are listed. Additional tabs include sorted files for each peak type. Under the ‘GLI3 binding’ column, ‘TRUE’ implies overlap with a GBR, while ‘FALSE’ indicates no overlap.

**Figure 2—figure supplement 1.**
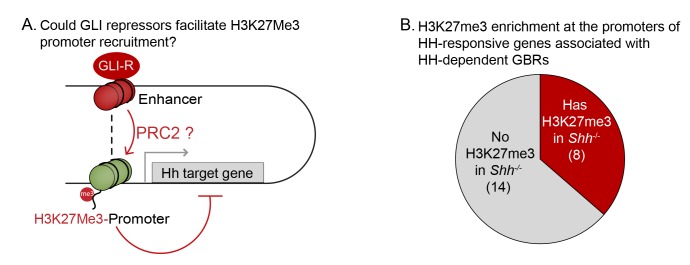
H3K27Me3 enrichment at the promoters of GLI target genes. (**A**) Schematic illustrating a hypothetical mechanism by which GLI repressors bound to distal enhancers could facilitate the deposition of PRC2-marked H3K27Me3 at the promoters of target genes. (**B**) H3K27Me3 enrichment within the promoters of 22 HH responsive genes that also have HH-dependent GBRs (Figure 2—source data 2) was determined as for the enhancers except that the reads were summed in gene promoters instead of peak regions within a window spanning from 1500 bp upstream to 500 bp downstream of the transcriptional start site. H3K27Me3 enrichment was present in the promoters of 8/22 target genes.

### Hedgehog signaling does not regulate other histone modifications at enhancers

We considered two possible mechanisms by which GLI repression could regulate H3K27ac enrichment in response to HH signaling: first, GLI repression could cause large-scale modifications to chromatin at enhancers resulting in an overall loss of their identity as enhancers. Alternatively, GLI repressors could regulate H3K27ac specifically. To address the first mechanism, we asked if HH regulates H3K4me2, another histone modification enriched at active enhancers and most promoters (Ernst et al., 2011; Pekowska et al., 2011; Wang et al., 2014). Consistent with H3K4me2 being enriched at promoters and our finding that Stable GBRs are enriched around promoters, we find H3K4 di-methylation at 73% of Stable GBRs (4,172/5,715), while only 26% of HH-responsive GBRs (91/349) which are less enriched around promoters. None of the GLI-bound H3K4me2 enriched regions had significant reductions in H3K4me2 in *Shh*^-/-^ limbs compared to WT controls (Figure 2D,E). Furthermore, essentially all peaks remained unchanged between the two genotypes, where only 12 peaks were reduced in *Shh^-/-^* limbs, none overlapping with GLI binding regions or non-GBR HH-responsive peaks (Figure 2—source data 3).

H3K4me2 marked most Stable GBRs, but only a subset of HH-responsive GBRs which are primarily located within 2 kb upstream to 1 kb downstream of TSS (79% (72/91) of H3K4me2+ HH-responsive GBRs are near promoters). Since we found that most HH-responsive GBRs in wildtype limb buds are enriched for H3K4me1 (see results above), we asked if this mark was altered at HH-responsive GBRs in response to HH signaling. We performed ChIP on WT and *Shh*^-/-^ limb buds and assessed enrichment of H3K4me1 at several HH-responsive GBRs by quantitative PCR, selecting intergenic regions that would not overlap with promoters (regions are at least 7 kb from the nearest TSS). All tested regions retained H3K4me1 enrichment in *Shh*^-/-^ limb buds (Figure 2F). We conclude that HH-responsive regions retain enrichment of other active or poised enhancer marks, suggesting that HH signaling and GLI repression specifically regulate H3K27ac enrichment at these regions.

### Chromatin at HH-responsive GBRs compacts in the absence of Hedgehog

The dynamic acetylation of HH-responsive GBRs, yet unaltered methylation of H3K4 in *Shh^-/-^* limb buds are properties consistent with ‘poised’ enhancers, which retain H3K4me1 and accessible chromatin in the absence of H3K27ac (Heintzman et al., 2009; Creyghton et al., 2010; Rada-Iglesias et al., 2011). Therefore, if HH-responsive enhancers are not active but ‘poised’ in the absence of HH, we predicted that chromatin accessibility would be unchanged in response to HH signaling. Using ATAC-seq to measure regions of open chromatin, we compared the accessibility of GBRs between WT and *Shh^-/-^* posterior limb buds, a fraction providing a more homogenous WT population of cells exposed to HH signaling (Figure 3A; Figure 3—source data 1) (Buenrostro et al., 2013; Buenrostro et al., 2015). Overall, in HH stimulated WT limbs, 87% of Stable GBRs (4,978/5,715) are accessible, while only 66% of HH-responsive GBRs (232/349) are accessible, suggesting a more restricted accessibility of HH-responsive GBRs even in WT conditions (Figure 3B–C). To determine if these regions are likely to be enhancers, we analyzed the co-enrichment of the enhancer markers H3K4me1 and H3K4me2 at ATAC accessible (ATAC+) and inaccessible (ATAC-) HH-responsive GBRs. 93.5% (217/232) of ATAC+ regions are co-enriched with H3K4me1/2 while 72% (84/117) of ATAC- regions are co-enriched with H3K4Me1/2. These results suggest that most of the ATAC- regions are likely to correspond to real enhancers though at a somewhat reduced frequency compared to ATAC+ regions. Contrary to expectations for a poised enhancer, both HH-sensitive and HH-dependent GBRs have significantly reduced accessibility compared to Stable GBRs in the absence of HH signaling, with the majority of HH-responsive GBRs being more compact in *Shh^-/-^* compared to wild-type limbs (Figure 3D–F). Overall, we conclude that HH-responsive GBRs are less accessible than Stable GBRs, with access being further restricted in *Shh^-/-^* limb buds, which have constitutive GLI repression.

**Figure 3.**
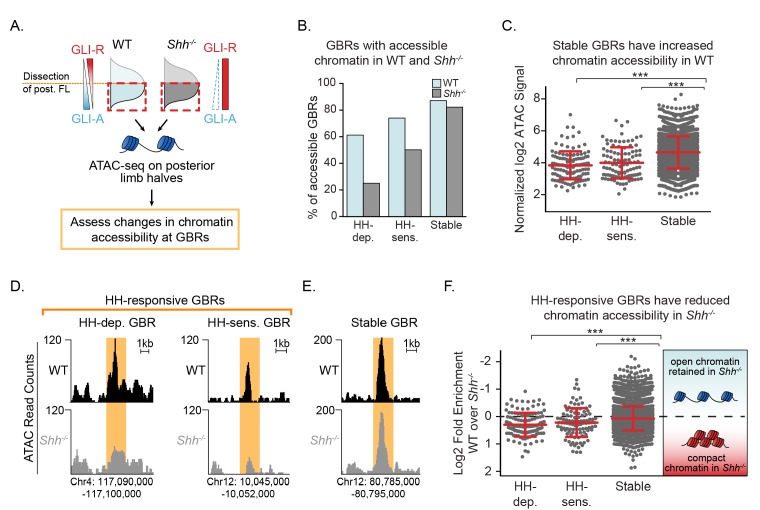
Chromatin accessibility is reduced in the absence of Hedgehog signaling. (**A**) ATAC-seq pipeline for single pairs of dissected posterior halves of forelimbs (n = 2). ATAC peaks, signifying accessible chromatin regions were intersected with Stable GBRs and HH-responsive GBRs. (**B**) Many HH-responsive GBRs that are accessible in WT limb buds are inaccessible *Shh*^-/-^ limb buds, while the accessibility of Stable GBRs remains largely unchanged. (**C**) Plot of log2 normalized signal in chromatin accessibility in WT limbs indicating that Stable GBRs are more accessible than HH-dependent and HH-responsive GBRs (p=3.98e-19, p=9.21e-11; Wilcoxon rank sum test). Each data point represents a single GBR and red bars indicate the median, upper and lower quartiles. D-E. Representative ATAC-seq peaks showing lack of accessibility in *Shh*^-/-^ limb buds at HH-responsive GBRs (**D**), but not in Stable GBRs (**E**, **F**) Plot of log2 fold changes in chromatin accessibility in the presence and absence of HH signaling. HH-responsive GBRs are significantly less accessible than Stable GBRs (Stable vs. HH-sensitive. p=0.001; Stable vs. HH-dependent p=4.99e-09; Wilcoxon rank sum test). See Figure 3—source data 1. Figure 3—source data 1.WT vs *Shh^-/-^* ATAC Seq analyzed data and called peaks.Coordinates for all ATAC peaks in the WT group that overlap with GBRs are listed. ‘Shh_ATAC_peak’ identifies the corresponding id# for that peak in the *Shh^-/-^* data, and if a peak is not present in the *Shh^-/-^* samples, it is marked as NA. A column for each GBR type identifies which GBR type a given ATAC peak overlaps with. The number indicates the peak ID. If a peak region does not overlap with the type of peak in that list, it will be marked as NA. The normalized log2 transformed signals are shown for each sample in addition to the ‘average’ signal across all samples. The ‘t’ statistic calculates the difference in signals between WT and *Shh^-/-^* by taking into consideration fold-change and variance among samples. A positive t statistic values indicate a peak is more accessible in WT than *Shh^-/-^* and a negative t statistic indicates higher accessibility in *Shh^-/-^*. The ‘p.value’ is obtained from a moderated t-test using limma. The ‘p.value.adj’ is the adjusted p-value (FDR) using the Benjamini-Hochberg procedure.

### De-repression is the dominant mechanism regulating GLI enhancer activation

The presence of multiple GLI proteins and their bifunctional roles as both transcriptional activators and repressors has made it challenging to determine how HH genes are primarily regulated. To test the roles of activator and repressor on enhancers, we performed H3K27ac ChIP on *Shh^-/-^;Gli3^-/-^* limb buds (devoid of GLI activators and most GLI repressors). We hypothesized that loss of H3K27ac at most HH-responsive enhancers in the absence of HH signaling is due to constitutive GLI repression preventing acetylation of GLI enhancers. Thus, in *Shh^-/-^;Gli3^-/-^* limbs, we predicted H3K27ac should be maintained at HH-responsive enhancers. Alternatively, if GLI activator is required, H3K27ac would remain absent or reduced as it does in *Shh^-/-^* limbs (Figure 1A).

To overcome the reduced tissue available for ChIP samples, we optimized a ‘MicroChIP’ approach to allow ChIP-seq on single pairs of limb buds and assessed H3K27ac enrichment at GLI enhancers in E10.5 *Shh^-/-^;Gli3^-/-^* limb buds (Figure 4A; Figure 4—source data 1). As anticipated, there was reduced signal compared to our standard protocol, however we were still able to detect many of the HH-responsive GBRs (59%; 207/349) and most Stable GBRs (91%; 5,211/5,715). Consistent with expectations, HH-responsive GBRs associated with *Gli1* and *Ptch1*, which require GLI activation (Litingtung et al., 2002; te Welscher et al., 2002), had greatly reduced H3K27ac enrichment in the double mutants along with a small number of additional GBRs (24 total; Figure 4B,D,E). However, consistent with a GLI repression-driven model, most HH-responsive GBRs retained or increased H3K27ac enrichment in the absence of both GLI activator and repressor (88%; 183/207; Figure 4C–E). Despite being unchanged in *Shh^-/-^* limbs, Stable GBRs had slight but significant increases in H3K27ac enrichment (Figure 4F), indicating that on a population level, some of these regions respond to GLI repression (see Discussion).

**Figure 4.**
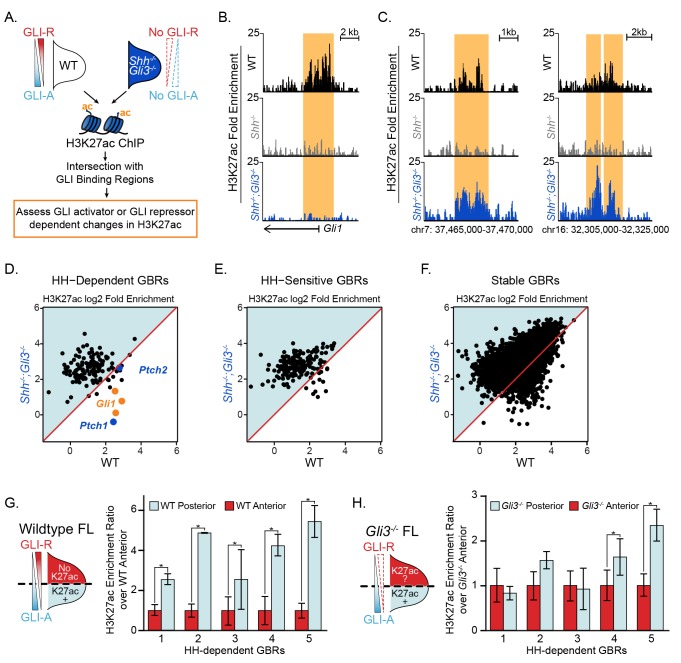
GLI de-repression activates most HH-responsive enhancers. (**A**) *Shh^-/-^;Gli3^-/-^* H3K27ac ‘MicroChIPs’ on single pairs of E10.5 forelimbs (33–34S) *Shh^-/-^;Gli3^-/-^* and WT littermate controls (n = 2, respectively). (**B**) A HH-responsive GBR near *Gli1* which requires GLI activator for H3K27ac enrichment. (**C**) Representative examples of HH-responsive GBRs, activated by loss of GLI repressor that do not require GLI activator. (**D-F**) Scatter plot of H3K27ac enrichment of HH-dependent, HH-sensitive and Stable GBRs in WT and *Shh^-/-^;Gli3^-/-^* limbs. Each dot represents a single GBR. The p-values indicate a significant enrichment of acetylation in *Shh^-/-^;Gli3^-/-^* among all GBR classes (p-values: HH-dependent = 2.26e-08, HH-sensitive = 5.41e-11, Stable = 3.4e-185;Wilcoxon-rank sum tests). (**G-H**) E10.5 WT and *Gli3^-/-^* limb buds were dissected into anterior and posterior halves as indicated and selected HH-dependent GBRs were tested for H3K27ac enrichment by quantitative PCR in each fraction (n = 4). HH-dependent GBRs have higher ratios of posterior to anterior H3K27ac enrichment in WT limb buds (**G**), while many HH-dependent GBRs have equal ratios of posterior to anterior H3K27ac enrichment in *Gli3^-/-^* limb buds (**H**) (n = 3) (asterisks indicate p<0.05, paired T-test). See Figure 4—source data 1. Figure 4—source data 1.WT vs *Shh^-/-^;Gli3^-/-^* H3K27ac MicroChIP-seq analyzed data and called peaks.H3K27ac called peaks with a FDR < 0.05 from two replicates of WT, *Shh^-/-^* and *Shh^-/-^;Gli3^-/-^* E10.5 (33–34S) forelimbs. Separate tabs for each genotype include peak coordinates and log2 fold change over input. Additional tabs include a peak summary and differential analysis of WT vs. *Shh^-/-^;Gli3^-/-^*. Differential analysis tab lists peak coordinates, peak type, fold change normalized to input for WT and *Shh^-/-^;Gli3^-/-^* samples and fold change of WT over *Shh^-/-^;Gli3^-/-^*. Figure 4—source data 2.MicroChIP H3K27ac enrichment in *Shh^-/-^;Gli3^-/-^* limb buds at HH-responsive GBRs with H3K27me3 in *Shh^-/-^* limbs.List of 31 HH-responsive GBRs with H3K27me3 enrichment in *Shh^-/-^* limb buds and their enrichment of H3K27ac in *Shh^-/-^;Gli3^-/-^*. 20 of the 31 regions were detected in the H3K27ac MicroChIP analyses, those not detected are noted. For the 20 regions detected, they are classified as having H3K27ac in *Shh^-/-^;Gli3^-/-^* as ‘present/increased’ or ‘absent/decreased’ compared to WT controls.

In a parallel series of experiments, we noted that HH-responsive GBRs have higher levels of H3K27ac enrichment in posterior limb halves, where HH is active, compared to anterior limb halves, which have little exposure to HH and are dominated by GLI repression (Figure 4G). This contrasts with *Gli3^-/-^* limb buds, where H3K27ac levels in anterior halves are comparable to those in posterior halves in many GBRs, as both domains lack GLI repression (Figure 4H). Together these results strongly support a GLI repressor centric mode of regulation where GLI de-repression is responsible for activation of most GLI limb enhancers. We conclude that GLI activator does not mediate acetylation levels at most HH-responsive GBRs.

### HDACs dynamically regulate H327ac enrichment at HH-responsive enhancers

The simplest interpretation of the above results is that GLI repressor regulates the activity of histone deacetylases (HDACs) at HH-responsive GBRs, in which loss of an HDAC-GLI repressor complex leads to acetylation. To test this, we cultured limb buds in the presence of the HDAC inhibitors FK228 (Furumai et al., 2002) or SAHA for 2 hr. As expected, there were greatly upregulated levels of H3K27ac within two hours of treatment (Figure 5—figure supplement 1A,B). We then dissected the anterior halves of limb buds cultured in control or HDAC inhibitor-containing media and compared the levels of H3K27ac enrichment at HH-responsive GBRs previously shown to have enriched H3K27ac levels in posterior limb halves (+HH, no GLI repression) (Figure 4G). Inhibition of HDACs with both FK228 and SAHA resulted in increased acetylation at HH-responsive enhancers compared to untreated control anterior limb buds (Figure 5A). The increased enrichment of H3K27ac acetylation in HDAC-inhibited anterior limb buds was comparable to that seen in posterior limb buds (Figure 4G). HDACs could regulate H3K27ac activity in a GLI-responsive fashion through a variety of different mechanisms including direct interactions with responsive GBRs, potentially mediated by a repression complex including GLI3 proteins and HDACs. We asked if GBRs were bound by HDACs, focusing on HDAC1, which along with HDAC2 is preferentially inhibited by FK228 (Furumai et al., 2002). 

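HDAC1 is a histone deacetylase, an enzyme that removes acetyl groups from histones, and ChIP-seq sequences the DNA that an antibody against such a protein brings down from fixed chromatin. The experiment had 4 HDAC1 ChIP samples and 3 input samples of sheared chromatin without antibody, from pooled forelimb and hindlimb buds of E11.5 embryos with 40 to 44 somites. The paper's methods give 30 embryos per pool, while the sample labels give 3 litters. Cells were fixed for 7 min, and the paper gives a sequencing depth of more than 40000000 reads per sample. The authors called peaks with CisGenome at a false discovery rate below 0.05 from the 4 ChIP samples and deposited a single list of peak coordinates (mm10) for all of them. The list has no read number, height, fold enrichment or false discovery rate for a peak. The depth behind a peak is thus not known from it, and no value has a replicate error. The legend of the paper's source data for Figure 5 mentions a fold change and false discovery rate per peak, which were not used here. Intervals given with shares are 95% Wilson intervals over regions, which are not biological replicates.
The list held 15347 HDAC1 peaks on 21 chromosomes, with a median length of 450 bp and a range from 100 to 35050 bp. The peaks covered 10.0 Mb in total. Of these peaks, 10759 (70.1%, interval 69.4 to 70.8%) lay at least partly between 2 kb upstream and 1 kb downstream of a protein-coding transcription start site (TSS) of the GENCODE M21 annotation. Within 5 kb on both sides of a TSS the share was 77.9%.
A GLI3-binding region (GBR) or H3K27ac region was counted as overlapping when an HDAC1 peak covered at least 1 bp of it. The GBRs have 2 main classes by H3K27ac in wild-type (WT) and Shh-/- limb buds, Stable and HH-responsive, and the complete lists of both classes were not used here. In their place, 3 sets of regions with a class in the paper's source data were intersected. The first was the GLI3-bound H3K27ac regions of chromosome 1 up to 119 Mb and chromosome 11 up to 117 Mb, where 756 regions became 532 loci after regions of 1 class no more than 1000 bp apart were merged. The others were the GBRs with limb activity in the VISTA enhancer database, and the GBRs with the Polycomb mark H3K27me3 in Shh-/- limb buds. The last pair of sets was chosen by the paper for those properties, so their shares do not stand for all GBRs. The chromosome 1 regions came from the paper's standard H3K27ac ChIP-seq, those of chromosome 11 from its MicroChIP comparison. The paper detected a smaller part of the HH-responsive than of the Stable GBRs by MicroChIP. Assay and chromosome cannot be separated here, and H3K27ac levels in WT came from the same 2 assays. GLI3 binding and the classes were measured in forelimb buds of an earlier stage than the HDAC1 samples.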

We identified HDAC1 binding regions in E11.5 limb buds by CHIP-seq and intersected them with GBRs. 78% (4,109/5,282) of stable GBRs and 41% (144/349) of HH-responsive GBRs overlapped with HDAC1 peaks (Figure 5B–D), consistent with a possible role for HDAC1 in regulating H3K27ac levels. 

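Among the GLI3-bound H3K27ac loci on chromosomes 1 and 11, 364 of 509 Stable loci (71.5%, interval 67.4 to 75.3%) and 9 of 23 HH-responsive loci (39.1%, interval 22.2 to 59.2%) overlapped an HDAC1 peak. The difference of 32.4 percentage points gave p = 0.00183 (Fisher's exact test, two-sided). On chromosome 11 alone the difference was 18.1 percentage points and was not significant (p = 0.189, Fisher's exact test). On chromosome 1 alone, with 12 HH-responsive loci, it was 43.9 percentage points (p = 0.00355, Fisher's exact test).
The classes differed in their position relative to genes, as 335 of the 509 Stable loci and 2 of the 23 HH-responsive loci lay near a protein-coding TSS. Near a TSS, 294 of 335 Stable loci (87.8%) and both HH-responsive loci overlapped an HDAC1 peak. Away from a TSS, 70 of 174 Stable loci (40.2%, interval 33.2 to 47.7%) and 7 of 21 HH-responsive loci (33.3%, interval 17.2 to 54.6%) did, a difference that was not detectable with this number of loci (p = 0.640, Fisher's exact test). The Mantel-Haenszel odds ratio of HH-responsive against Stable loci over both positions was 0.791 (p = 0.655, two-sided permutation test of class within position). In a logistic model of the 756 unmerged regions with region length, H3K27ac level in WT and chromosome, the log2 odds ratio of the HH-responsive class was -0.27 with a standard error of 0.60 (p = 0.665, permutation test). With an overlap of at least 50% of the region it was -1.25 with a standard error of 0.74 (p = 0.0878, permutation test). When 10% and 40% of distal loci were simulated to overlap in the smaller and the larger class, the test within positions passed the 0.05 threshold in 79.3% of 1000 simulations.
Of the GBRs with limb activity in VISTA, 98 of 139 Stable GBRs (70.5%, interval 62.5 to 77.5%) and 9 of 12 HH-responsive GBRs (75.0%, interval 46.8 to 91.1%) overlapped an HDAC1 peak, and the classes could not be told apart (p = 1, Fisher's exact test). Of the GBRs with H3K27me3 in Shh-/- limb buds, 62 of 78 Stable GBRs (79.5%, interval 69.2 to 87.0%) and 30 of 31 HH-responsive GBRs (96.8%, interval 83.8 to 99.4%) did, so that the HH-responsive share was the higher (p = 0.0371, Fisher's exact test). After GBRs no more than 1000 bp apart were merged, that difference had p = 0.0587 in Fisher's exact test.
Among the top-ranked GLI3 peaks of the paper's source data, without regard to class, 1467 GBRs (73.4%, interval 71.4 to 75.3%) overlapped an HDAC1 peak and 532 did not. In 1000 random placements of the same regions on their own chromosomes the mean share was 0.846% (p = 0.001, one-sided permutation of positions, the smallest that 1000 placements can give). Random placement takes account of the length covered by peaks, but not of promoters or open chromatin. H3K27ac regions without GLI3 also exceeded it, so the excess is not specific to GLI3 binding. GLI3 enrichment, the paper's maximum log2 fold change of a peak, was 3.52 ± 0.48 (SD over 1467 GBRs) with an HDAC1 peak and 3.41 ± 0.38 (SD over 532 GBRs) without one, a difference of 0.11 (p = 1e-05, permutation test, the smallest that 100000 resamples can give). With an overlap of at least 50% of the region the difference was 0.039 (p = 0.0679, permutation test). Region length was not adjusted for.
From the overlap of HDAC1 peaks with GBRs of both classes, the paper proposes a possible role for HDAC1 in regulating H3K27ac levels.

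**Figure D1:**
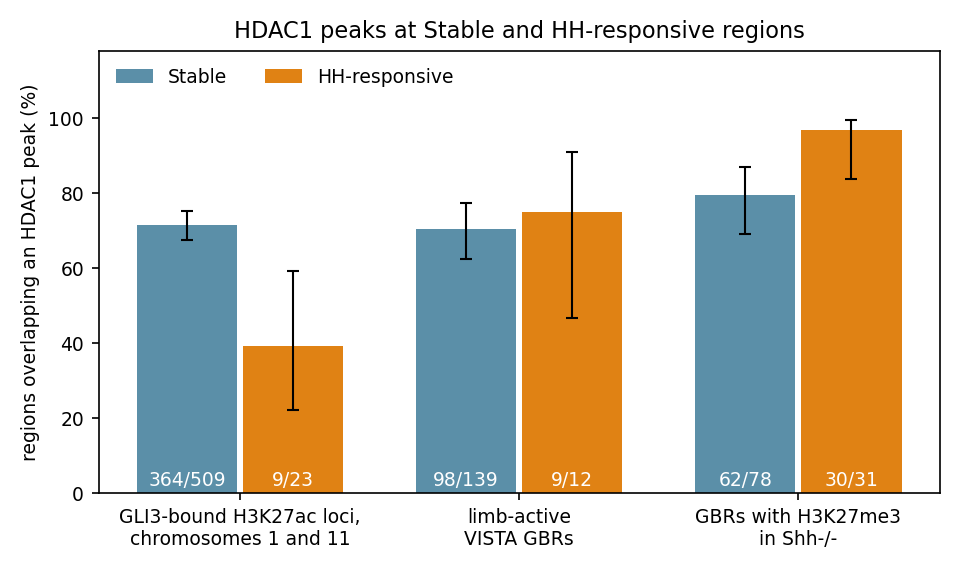
Share of Stable and HH-responsive regions that overlapped an HDAC1 peak (y axis, percent) in 3 sets of regions (x axis). Bars are shares, error bars are 95% Wilson intervals over regions and the fractions are regions with a peak over all regions; Stable was the higher at the loci of chromosomes 1 and 11 (71.5% against 39.1%) but not in the other sets.

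**Figure D2:**
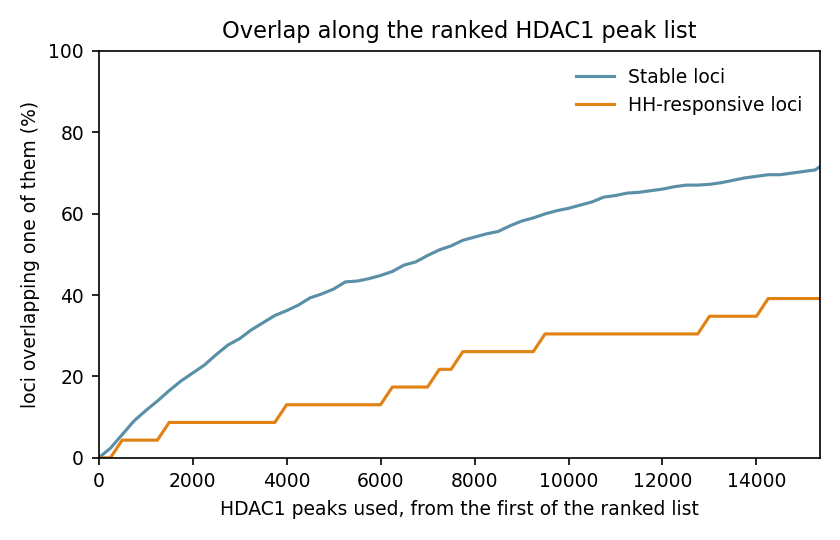
Share of the 509 Stable and 23 HH-responsive loci of chromosomes 1 and 11 (y axis, percent) that overlapped one of the first HDAC1 peaks of the ranked list, against the number of peaks used (x axis). The Stable line ends at 71.5% and the HH-responsive line at 39.1% with all 15347 peaks.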

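The paper's quantitative PCR at 5 HH-dependent GBRs measured histone marks such as H3K27ac, not HDAC1. These 5 GBRs were compared with the HDAC1 peaks, and 3 of them overlapped one. GBR 1, the limb enhancer GRE1 near Grem1, lies on chromosome 2 of mm10 from 113640572 to 113641614, in an intron of Fmn1. No HDAC1 peak overlapped it, and the nearest peak was 33236 bp away. GBR 2 (chromosome 13, 63950822 to 63952750) is intergenic, 135488 bp from the nearest protein-coding TSS, which belongs to Ercc6l2, and an HDAC1 peak from 63951850 to 63952449 covered 31.1% of it. GBR 3 (chromosome 1, 155211962 to 155213426) overlaps an untranslated exon of BC034090, and an HDAC1 peak of 150 bp from 155212600 to 155212749, at position 13973 of the ranked list, covered 10.2% of it. GBR 4 (chromosome 5, 134073187 to 134074116) is intergenic, and a peak from 134073300 to 134073949 covered 69.9% of it. GBR 5 (chromosome 15, 86429678 to 86430690) lies in an intron of Tbc1d22a, and the nearest HDAC1 peak was 215279 bp away, beside the TSS of that gene.
The paper's primer pairs matched mm10 exactly, with amplicons of 182 to 199 bp. The amplicons of 2 GBRs lay inside the listed coordinates, and those of the other 3 reached past an edge. None of the 5 amplicons overlapped an HDAC1 peak, but those of GBRs 2, 3 and 4 lay 114, 159 and 7 bp from the peaks at these GBRs.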

We conclude that GLI repressors regulate H3K27ac levels at HH-responsive GBRs through HDACs (see discussion).

**Figure 5.**
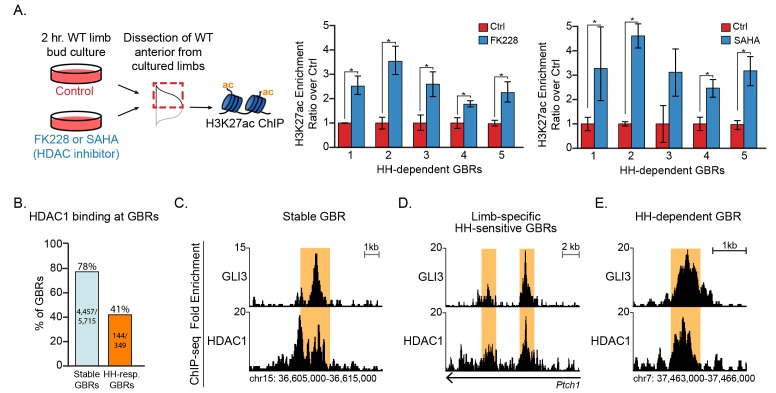
HDACs regulate H3K27ac at HH-responsive GBRs. (**A**) Inhibition of HDACs using 250 nM of FK228 or 20 μM SAHA in cultured limb buds for two hours resulted in significant increases of H3K27ac enrichment at HH-dependent GBRs from anterior cultured limb buds compared to DMSO control anterior limbs (FK228 n = 4; SAHA n = 5; asterisks indicate p<0.05, paired T-test). (**B**) HDAC1 binding at Stable and HH-responsive GBRs (n = 4). (**C-E**) HDAC1 at GLI3 binding regions, shown at a representative Stable GBR (**C**), limb-specific HH-sensitive GBRs near the HH target genes *Ptch1*2 (Lopez-Rios et al., 2014) (**D**), and a HH-dependent GBR, (region also shown in Figure 4C) (**E**, **D**) See Figure 5—figure supplement 1, Figure 5—source data 1. Figure 5—source data 1.HDAC1 ChIP-seq analyzed data and called peaks.HDAC1 binding regions with called peaks with a false discovery rate (FDR) < 0.05 from four biological replicates of E11.5 (40–44S) pooled forelimbs and hindlimbs. Rank ordered coordinates, peak length, log2 fold change (log2FC) and FDR are listed for each peak.

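The Stable GBR of Fig. 5C lies on chromosome 15 from 36609000 to 36609699 (mm10), 27 bp upstream of a protein-coding TSS of Pabpc1. It ranked 1203 among the GLI3 peaks, and an HDAC1 peak from 36607800 to 36609949, at position 992 of the ranked list of 15347, covered all of it. The HH-dependent GBR of Fig. 5E lies on chromosome 7 from 37464050 to 37464849, 304775 bp from the nearest protein-coding TSS, that of Zfp536. It ranked 26 among the GLI3 peaks, and the HDAC1 peak at it was 350 bp long (37464300 to 37464649, position 12349) and covered 43.8% of it.
At Ptch1 (chromosome 13, 63508328 to 63573598, minus strand), 6 HDAC1 peaks overlapped the gene. The GBR from 63562500 to 63569599, which contains a Ptch1 TSS and ranked 2 among the GLI3 peaks, overlapped HDAC1 peaks at positions 46 and 2345. A GBR at the 5' end of the gene, from 63572450 to 63574449, overlapped the HDAC1 peak at position 1101. An intronic GBR from 63528300 to 63528999, ranked 264, overlapped the HDAC1 peak from 63528250 to 63528949 at position 4836. Fig. 5D gives no coordinates, so its pair of GBRs was not matched to these regions.
At Gli1, another HH target gene, the GBR on chromosome 10 from 127339000 to 127342549, ranked 7, contains the TSS, and an HDAC1 peak of 3000 bp at position 1935 covered 84.5% of it.

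**Figure D3:**
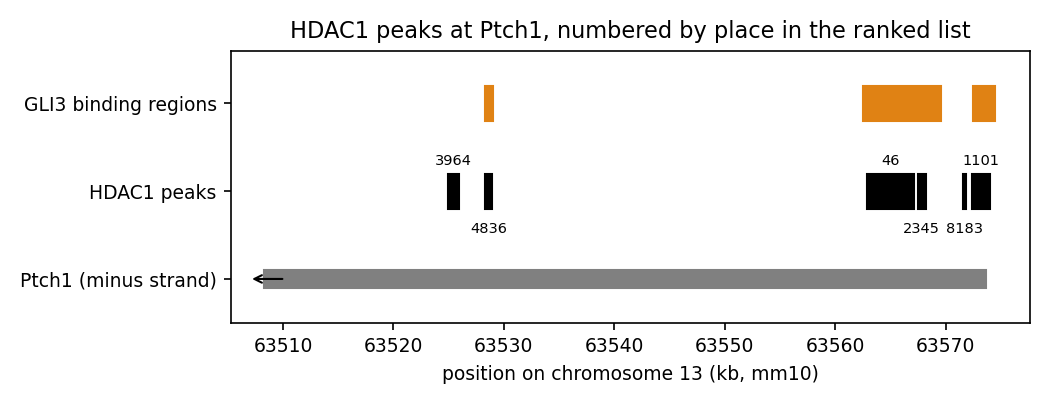
Map of Ptch1 on chromosome 13 (x axis, kb in mm10) with the gene in grey (the arrow gives the direction of transcription), HDAC1 peaks in black with their position in the ranked list, and GBRs in orange. Each of the 3 GBRs overlaps an HDAC1 peak.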

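The leading peaks of this source data, as far as they were compared, were identical in coordinates and order to those of the deposited list of 15347 HDAC1 peaks. Peak length fell along the ranked list, from a median of 1050 bp in the first 3836 peaks to 250 bp in the last 3837. The share of peaks near a protein-coding TSS fell with it, from 87.9% (interval 86.8 to 88.9%) in the first 3836 peaks to 53.3% (interval 51.7 to 54.8%) in the last 3837. All peak lengths were multiples of 50 bp. The longest peak (35050 bp, chromosome 6 from 52215200 to 52250249, position 5) overlaps Hoxa7, Hoxa9, Hoxa10 and Hoxa11. The next in length overlap Tnrc18 (11400 bp, position 6) and Lmx1b (10150 bp, position 60), followed by 2 peaks of 9050 bp, at Bahcc1 (position 4) and at Hoxd10 and Hoxd11 (position 178). These 5 peaks were picked out as the longest after the list had been examined.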

**Figure 5—figure supplement 1.**
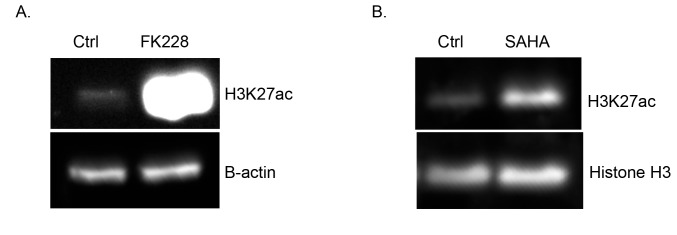
H3K27ac is increased upon HDAC inhibition. Western blot of cultured limb buds treated with 0.4% DMSO or the HDAC inhibitors, FK228 (250 nM, n = 2) (**A**) or SAHA (20 μM, n = 2) (**B**), for 2 hr showing increased overall levels of H3K27 acetylation. Approximately, 20 pairs of E10.5 forelimbs were lysed and 15 μg of protein was loaded on gel. Note that these are whole limb buds rather than anterior and posterior fractions shown in Figure 5.

### HH-responsive GBRs have increased tissue-specificity compared to Stable GBRs

Having identified distinct classes of GBRs that respond differently to HH signaling, we next addressed the biological significance of these properties. To this end, we used the VISTA enhancer database to identify a total of 305 Stable and 23 HH-responsive GBRs that had been tested for enhancer activity in transgenic embryos (Visel et al., 2007). While nearly half of each class have enhancer activity in the limb, HH-responsive GBRs tend to drive activity specific to the HH-responsive posterior limb bud, while Stable GBRs tend to have activity throughout the limb or regions that are not responsive to HH (Figure 6A,B) (Ahn and Joyner, 2004; Probst et al., 2011; Lewandowski et al., 2015). Additionally, HH-responsive enhancers are active more specifically within the limb (drive expression in an average of 1.9 tissues) while Stable GBRs are more broadly active throughout the embryo (drive expression in an average of 2.9 tissues; p<0.01; Figure 6C; Figure 6—source data 1). While all GBRs examined in the VISTA database with limb activity are by definition enriched for H3K27ac, 91% of HH-responsive GBRs and 95% of Stable GBRs are also enriched for H3K4me1. Additionally, all GBRS are enriched for at least two markers of enhancers (H3K27ac, H3K4me1, H3K4me2, ATAC) while most are enriched for 3–4 of these markers (67% HH-responsive GBRs; 93% Stable GBRs) (Figure 6D,E).

**Figure 6.**
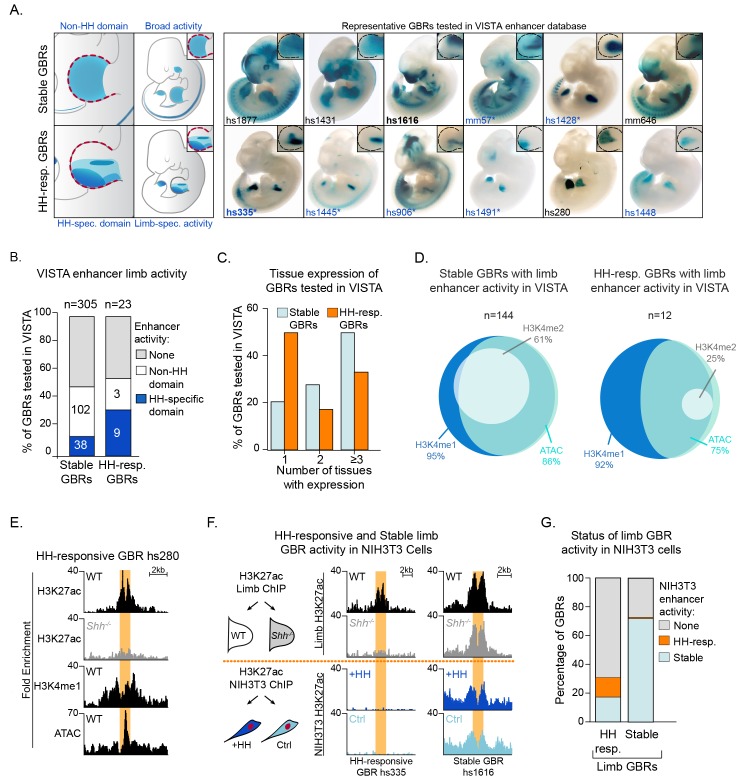
Hedgehog-responsive GBRs have tissue-specific enhancer activity within HH-specific domains. (**A**) Enhancers with annotated limb activity in VISTA corresponding to representative HH-responsive GBRs (bottom) and Stable GBRs (top) with limbs magnified and outlined in insets. Limb buds containing HH-specific domains of enhancer activity are indicated by an asterisk. (**B**) Chart indicating total number of VISTA enhancers tested for HH-responsive and Stable GBRs, the numbers of enhancers for each category and their limb enhancer activity. (**C**) Chart delineating the percentage of HH-responsive and Stable limb enhancers that drive expression in one or more tissues. (**D**) Venn Diagram of enhancer marks H3K27ac, H3K4me1, H3K4me2 and ATAC, in Stable and HH-responsive GBRs tested in VISTA that drive expression in the limb. GBRs, are by definition are marked by H3K27ac. (**E**) Enrichment of enhancer markers at a representative HH-responsive GBR tested in VISTA (hs280, Figure 6A). (**F**) Schematic of NIH3T3 H3K27ac ChIP treated with and without the HH agonist purmorphamine (+HH) and the activity of representative HH-responsive and Stable limb GBRs in response to HH activation in limb and NIH3T3 cells (n = 2). (**G**) Graph indicating how the acetylation status of HH-responsive and Stable limb GBRs responds to HH signaling in HH-responsive NIH3T3 cells. See Figure 6—source data 1; Figure 6—source data 2. Figure 6—source data 1.Stable and HH-responsive GLI binding regions with limb enhancer activity in the VISTA dataset.Tab 1. Columns indicate VISTA enhancer IDs, coordinates, number of tissues with limb enhancer activity as annotated by the VISTA database (Visel et al., 2007) and its corresponding GBR category. Tabs 2–5. Normalized signal and called peaks for H3K27ac, ATAC, H3K4me1 and H3K4me2 in WT, and *Shh^-/-^* limbs if applicable, is listed for all HH-responsive GBRs (Tab 2- normalized signal; Tab 3-called peaks) and Stable GBRs (Tab 4- normalized signal, Tab 5-called peaks) that were shown to drive limb activity, as tested in the VISTA database. For called peaks in Tabs 3, 5, ‘NO’ denotes not a significantly called peak, ‘YES’ denotes a called peak. Figure 6—source data 2.NIH3T3 H3K27ac ChIP-seq analyzed data and called peaks.H3K27ac called peaks with a FDR < 0.05 from two replicates of purmorphamine (‘pm’) treated or DMSO control NIH3T3 cells. For each peak, the assigned Peak ID, coordinates, peak type, fold change normalized to input for purmorphamine treated and control samples, and fold change of purmorphamine treated over control are listed. Additional tabs include sorted files for each peak type.

These results suggest that Stable GBRs act as general enhancers that drive expression in multiple tissues, while HH-responsive GBRs mediate tissue-specific expression. To test this in another biological context, we treated HH-responsive NIH3T3 cells with and without the HH agonist purmorphamine, identified H3K27ac enriched regions by ChIP-Seq, and assessed the H3K27 acetylation status of different classes of limb GBRs. Strikingly, only 12% (42/349 GBRs) of HH-responsive limb GBRs are acetylated in response to HH signaling in NIH3T3 cells. An additional 18% (63/349 GBRs) of HH-responsive limb enhancers have stable acetylation in NIH3T3 cells, while most lack any activity. In contrast, 70% (4,001/5715) of Stable GBRs in the limb are still active in NIH3T3 cells in both untreated and HH stimulated cells (Figure 6F,G; Figure 6—source data 2). We conclude HH-responsive GBRs are tissue specific enhancers that mediate HH signaling, while Stable GBRs have broadly expressed enhancer activity.

## Discussion

We find that a subset of GLI-bound regions have chromatin modifications that change in response to HH signaling. These regions are enriched for multiple enhancer markers and have enhancer activity in transgenic embryos, suggesting that they mark a population of enhancers. However, compared to WT embryos, these regions have reduced or absent levels of histone H3K27 acetylation in *Shh^-/-^* embryos, indicating a loss of enhancer activity. Many previously validated GLI limb enhancers have HH-responsive H3K27ac, including those regulating *Grem1*, *Ptch1* and *Gli1* (Figure 1E,F) (Vokes et al., 2008; Zuniga et al., 2012; Li et al., 2014; Lopez-Rios et al., 2014). Moreover, HH-responsive GBRs are highly enriched near HH target genes while the much larger class of Stable GBRs are not (Figure 1G). This suggests that HH target gene regulation is primarily mediated through HH-responsive GBRs. The discovery of this response provides important information about the mechanism of GLI repression. It also provides a predictive tool for identifying enhancers regulating HH target genes in other biological contexts.

We propose a model in which GLI repression primarily regulates enhancer activity through deacetylation of histone H3K27. Because H3K4me1 and H3K4me2 levels are unchanged during maximal GLI repression, these enhancers presumably remain poised for activation, albeit in a less accessible state. Upon binding HH-responsive enhancers, GLI repressors either recruit or activate HDACs, which prevent otherwise competent enhancers from acquiring enriched H3K27 acetylation. The loss of GLI repression, either genetically (*Shh^-/-^;Gli3^-/-^* or *Gli3^-/-^* limb buds), or developmentally (initiation of *Shh* expression) results in a loss of GLI repression and accompanying HDAC activity (Figure 7B,C). This chromatin-based mode of regulation enables the dynamic control of a field of cells containing primed enhancers. To determine if this priming event occurs on an *ad hoc* basis by disparate inputs or if it is the result of coordinated, HH-independent signaling events, we examined HH-responsive GBRs for the enrichment of additional binding motifs. Besides the GLI motif itself, no other motifs are enriched at high levels (Figure 1—source data 4) suggesting that HH-responsive GBRs are a heterogenous population of enhancers with no predominant co-regulators.

**Figure 7.**
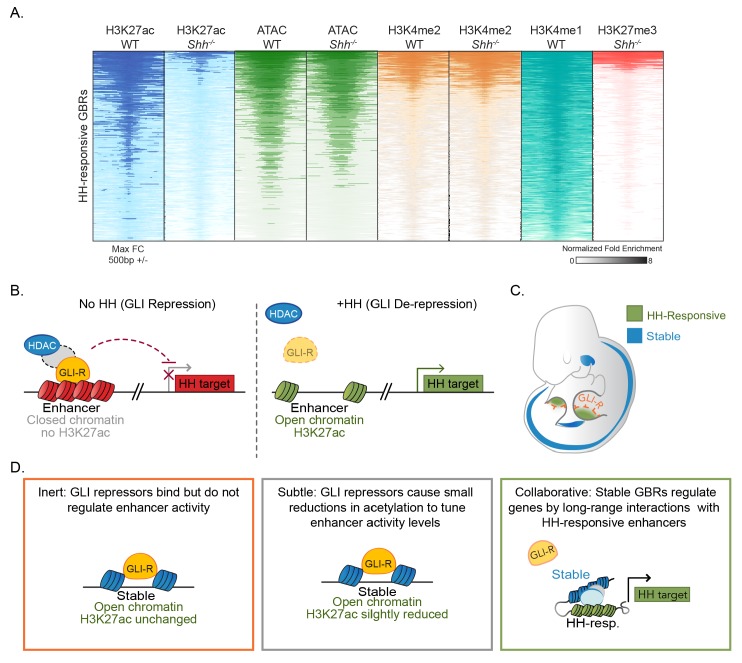
Model for GLI transcriptional repression. (**A**) Summary of enhancer status at HH-responsive GBRs. (**B**) In the absence of HH, GLI repressors bind to enhancers for HH target genes, limiting their accessibility and, directly or indirectly, recruiting an HDAC complex that de-acetylates Histone H3K27, inactivating the enhancer. In the presence of HH signaling, GLI de-repression and loss of associated HDAC activity result in increased accessibility, the accumulation of H3K27ac and gene transcription. (**C**) Schematic showing tissue-restricted activity of HH-responsive GBRs within HH-responsive gene expression domains. (**D**) Possible roles for Stable GBRs in HH transcriptional regulation.

**Figure 7—figure supplement 1.**
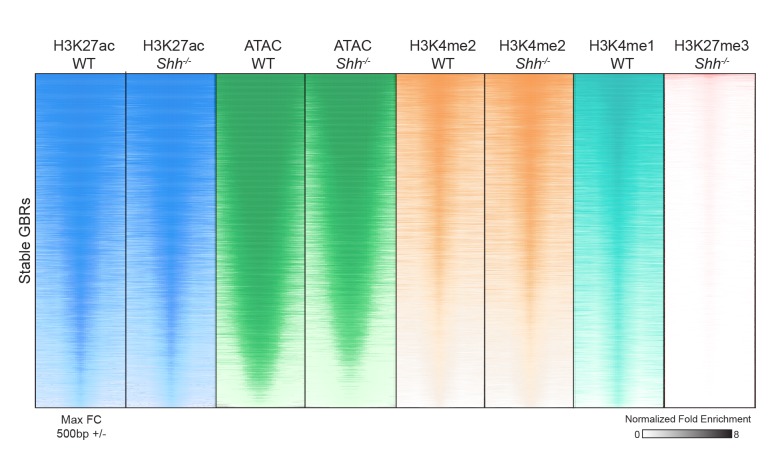
Summary of enhancer status at Stable GBRs. Normalized fold enrichment of the indicated enhancer marks at all Stable GBRs.

Despite being critical for the transcriptional regulation of HH targets, HH-responsive enhancers are a distinct minority, constituting 6% (349/6064) of all GLI-bound, active enhancers. The rest are Stable GBRs with an unclear role in HH transcriptional regulation. Although these enhancers do not have significantly reduced levels of H3K27 enrichment in *Shh^-/-^* limbs, some of them show a trend toward reduced H3K27ac that suggests a continuum of GLI-bound enhancers that range from completely HH-responsive (HH-dependent) to those Stable GBRs that have no HH response (Figure 7—figure supplement 1). Consistent with this, Stable GBRs do have a modest overall increase in H3K27ac enrichment in *Shh^-/-^;Gli3^-/-^* limbs on a population level, indicating that their H3K27ac levels are regulated by GLI repressor to some extent. On the other hand, these enhancers are enriched at CpG-rich promoters, which are associated with more broadly expressed genes and have minimal enrichment near HH target genes (Figure 1G,H). They are also more highly conserved than HH-dependent GBRs (Figure 1—figure supplement 1E). In contrast to HH-responsive enhancers, they appear to be active in other cell types and tissues besides the limb (Figure 6A, Figure 7C). One possibility is that many Stable GBRs do not have a major role in mediating Hedgehog signaling; GLI repressors at these regions are relatively inert. A second possibility is that GLI repression at Stable GBRs mediates subtle changes to acetylation that confer small reductions in transcription that are beyond the limits of our detection. Finally, it is possible that Stable enhancers are globally active, but engage in long-range collaborations with tissue specific HH-responsive enhancers to activate transcription (Figure 7D).

Previous modeling has suggested that GLI repressors within an enhancer work cooperatively through multiple GLI sites (Parker et al., 2011), providing another mechanism for tuning enhancer response. HH responsive GBRs contain more GLI motifs than Stable GBRs, which may make them more responsive to GLI repression, although in contrast to this model, they have high quality GLI motifs. As many GLI target genes, including *Ptch1* and *Grem1,* are regulated by multiple GLI enhancers (Vokes et al., 2008; Zuniga et al., 2012; Li et al., 2014; Lopez-Rios et al., 2014; Lorberbaum et al., 2016), this integration likely extends to higher level hubs of enhancer organization. For example, HH-responsive H3K27ac regions that are not bound by GLI cluster near HH-responsive GBRs, as do Stable GBRs suggesting that they may be modified based on proximity to GLI-repressor-HDAC complexes (Figure 1—figure supplement 1C).

The majority of HH-responsive GBRs do not have H3K27me3 enrichment even when there is maximal GLI repression (Figure 2A–D; Figure 7A). This indicates that the Polycomb repressor complex is not involved in mediating most GLI repression, a conclusion that seemingly conflicts with several studies showing direct or indirect roles for PRC2 in repressing HH transcription. However, these studies largely considered the transcriptional activator targets *Ptch1* or *Gli1* or looked at genetic interactions (Wyngaarden et al., 2011; Shi et al., 2014; Lorberbaum et al., 2016; Shi et al., 2016; Deimling et al., 2018). Consistent with their findings, *Gli1* has high levels of H3K27me3 enrichment in *Shh^-/-^* limb buds (Figure 2B). Although *Gli1* and *Ptch1* are often examined in the context of GLI de-repression, they are both GLI-activator genes in that they require the loss of GLI repression as well as subsequent GLI activation for their expression (Litingtung et al., 2002; te Welscher et al., 2002). GLI activator targets such as these are likely to differ fundamentally in their mode of regulation from those that are activated upon de-repression. As H3K27me3 enrichment is commonly found at promoters (Young et al., 2011), GLI repressors on distal enhancers not directly enriched by H3K27me3 might still facilitate the recruitment of PRC2 to promoters through enhancer-promoter interactions. However, only one third of HH target genes have H3K27me3 enrichment at their promoters (Figure 2—figure supplement 1; Figure 2—source data 2), arguing against this scenario. Additionally, 65% (20/31) of HH-responsive GBRs enriched for H3K27me3 in *Shh^-/-^* limbs were detected in the H3K27ac MicroChIP on *Shh^-/-^;Gli3^-/-^* limbs. 17/20 of these regions maintained or increased H3K27ac enrichment in *Shh^-/-^;Gli3^-/-^* limbs, while the three regions that were reduced were near the GLI-activator-dependent HH pathway genes *Gli1, Ptch1* and *Ptch2* (Figure 4B; Figure 4—source data 2). Thus, for rare limb GBRs requiring GLI activation, their mode of action is consistent with previously proposed models in which GLI activators recruit a complex to remove H3K27Me3, resulting in the activation of these enhancers and subsequently their cognate target genes (Shi et al., 2014).

Confusingly, HDACs have been shown to have properties both consistent with and contradictory to our model. HDACs bind to and deacetylate GLI1 and GLI2 proteins, promoting their ability to act as transcriptional activators (Canettieri et al., 2010; Coni et al., 2013; Mirza et al., 2019). HDACs have also been shown to bind cis-regulatory regions in *Gli1*, consistent with an additional role in positively regulating HH-mediated transcription (Zhan et al., 2011). On the other hand, a SKI-HDAC complex has been shown to bind to and interact genetically with GLI3 to repress anterior digit formation in the limb bud (Dai et al., 2002). Similarly, Atrophin acts as a GLI co-repressor by recruiting an HDAC complex (Zhang et al., 2013). Multiple studies with SWI/SNF BAF complex members also indicate that they regulate aspects of both GLI activation and repression, roles that have in some cases been shown to be directed by the dynamic association of BAF members with HDAC complexes (Jagani et al., 2010; Zhan et al., 2011; Jeon and Seong, 2016). 

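HH-responsive GBRs have 2 sub-classes, HH-dependent regions, where H3K27ac is lost without SHH, and HH-sensitive regions, where it is reduced. The HH-responsive regions of the 3 sets intersected with HDAC1 peaks made 55 loci, and 38 of them (69.1%, interval 56.0 to 79.7%) overlapped an HDAC1 peak. This pool includes regions chosen for H3K27me3 or for limb activity in VISTA, and its share does not stand for all HH-responsive GBRs. Of the loci of 1 sub-class, 18 of 29 HH-dependent (62.1%, interval 44.0 to 77.3%) and 19 of 24 HH-sensitive loci (79.2%, interval 59.5 to 90.8%) overlapped a peak, a difference that was not significant (p = 0.235, Fisher's exact test, two-sided).
On chromosome 1, 6 of 68 HH-responsive H3K27ac regions without GLI3 binding overlapped an HDAC1 peak (8.82%, interval 4.11 to 17.9%). Of the Stable regions without GLI3 binding, 168 of 1260 did (13.3%, interval 11.6 to 15.3%, p = 0.357 between the classes, Fisher's exact test). GLI3-bound HH-responsive loci on this chromosome, merged unlike the other groups given here, overlapped in 3 of 12 cases (25.0%, interval 8.89 to 53.2%). That interval overlaps the one without GLI3, and this pair was not tested. Stable regions bound by GLI3 on the same chromosome overlapped in 112 of 202 cases (55.4%, interval 48.6 to 62.1%), against the 13.3% without GLI3 (p = 8.94e-37, Fisher's exact test over regions). Part of this gap went with promoter position. Stable regions without GLI3 overlapped in 53.5% of cases at promoters and 3.74% away from them. The odds ratio of GLI3 binding was 8.09, and 4.73 within promoter and distal regions (Mantel-Haenszel). GC content and open chromatin were not tested for it.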

Our results indicate that HDAC1 is bound to about half of all HH-responsive GBRs. The absence of HDAC1 at such a significant percentage of GBRs could possibly be explained by transient binding of HDACs or the presence of partially redundant HDAC proteins. In support of the latter scenario, HDAC2 has been shown to preferentially bind to distal, rather than promoter regions (Wang et al., 2009). Although the simplest model is consistent with GLI repressors directly (via a GLI3 and HDAC-containing repression complex), we cannot exclude the possibility that HDAC1 is constitutively bound at CRMs in a GLI-independent fashion and the HDAC activity occurs indirectly . Collectively, these studies highlight the complexity of GLI regulation and the need for further studies to determine which complexes directly impact GLI repression.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Gli3^Xt-J^ Gli3^+/-^*	Jackson Laboratory	Jackson Cat# 000026, MGI Cat# 2169581, RRID:MGI:2169581	Obtained from the Laboratory of Dr. Andy McMahon
Genetic reagent (*M. musculus*)	*Shh^tm1amc^ Shh^+/-^*	Jackson Laboratory	Jackson Cat# 003318, MGI Cat# 3584154, RRID:MGI:3584154	Obtained from the Laboratory of Dr. Andy McMahon
Genetic reagent (*M. musculus*)	*Gli3^FLAG^*	Laboratory of Dr. Andy McMahon		Obtained from the Laboratory of Dr. Andy McMahon
Genetic reagent (*M. musculus*)	Swiss Webster Wildtype	Charles River	Charles River Cat# NCI 551 IMSR Cat# TAC:sw, RRID:IMSR_TAC:sw	
Cell line	NIH 3T3	ATCC	Cat# CRL-6442, RRID:CVCL_0594	Used for conventional ChIP-seq
Antibody	Anti-H3K27ac (mouse mono-clonal)	Diagenode	Diagenode Cat# C15200184, RRID:AB_2713908	Used for conventional ChIP-seq
Antibody	Anti-H3K27ac (rabbit polyclonal)	Abcam	Abcam Cat# ab4729, RRID:AB_2118291	Used for conventional ChIP-qPCRs
Antibody	Anti-H3K27ac (rabbit polyclonal)	Diagenode	Diagenode Cat# C15410196, RRID:AB_2637079	Used for conventional MicroChIP-seq
Antibody	Anti-H3K27me3 (rabbit polyclonal)	Abcam	Abcam Cat# Ab195477, RRID:AB_2819023	Used for conventional ChIP-seq
Antibody	Anti-H3K4me1 (rabbit polyclonal)	Millipore	Millipore Cat# 07–436, RRID:AB_310614	Used for conventional ChIP-qPCRs
Antibody	Anti-H3K4me2 (rabbit polyclonal)	Millipore	Millipore Cat# 07–030, RRID:AB_11213050	Used for conventional ChIP-seq
Antibody	Anti-M2 FLAG (mouse monoclonal)	Sigma	Sigma-Aldrich Cat# F3165, RRID:AB_259529	Used for conventional ChIP-seq and WB (1:4000)
Antibody	Anti-HDAC1 (rabbit polyclonal	Abcam	Abcam Cat# ab7028, RRID:AB_305705	Used for conventional ChIP-seq
Antibody	Anti-Histone H3 (rabbit polyclonal	Cell Signaling Technology	Cell Signaling Technology Cat# 4499, RRID:AB_10544537	Used for WB (1:4000)
Antibody	Anti-GAPDH (rabbit polyclonal	Cell Signaling Technology	Cell Signaling Technology Cat# 5174, RRID:AB_10622025	Used for WB (1:1000)
Antibody	Anti-B-actin (rabbit polyclonal	Cell Signaling Technology	Cell Signaling Technology Cat# 8457, RRID:AB_10950489	Used for WB (1:2000)
Antibody	Donkey-anti-mouse	Jackson Immuno-Research	Jackson ImmunoResearch Labs Cat# 715-035-150, RRID:AB_2340770	Used for WB (1:5000)
Antibody	Donkey-anti-rabbit	Jackson Immuno-Research	Jackson ImmunoResearch Labs Cat# 711-005-152, RRID:AB_2340585	Used for WB (1:5000)
Antibody	Dynabeads M-280 Sheep Anti-Mouse IgG	Invitrogen, Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 11201D, RRID:AB_2783640	
Antibody	Dynabeads M-280 Sheep Anti-Rabbit IgG	Invitrogen, Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 11203D, RRID:AB_2783009	
Chemical compound, drug	Purmorphamine	Stemgent	Stemgent Cat# 04–0009	Used in cell culture (400 nM)
Chemical compound, drug	SAHA	Selleckchem	Selleckchem Cat# MK0683	Used in limb bud culture (20 μM)
Chemical compound, drug	FK228	Selleckchem	Selleckchem Cat# S3020	Used in limb bud culture (250 nM)
Commercial Assay or Reagent	SensiFAST SYBR-LoROX	Bioline	Bioline Cat# BIO-94020	
Commercial Assay or Reagent	NEBNext DNA Library Prep Master Mix Set for Illumina	New England Biolabs	NEB Cat# E6040L, E7645L	
Commercial Assay or Reagent	Agencourt AMPure XP	Beckman Coulter	Beckman Coulter Cat# A63881	
Commercial Assay or Reagent	True MicroChIP Kit	Diagenode	Diagenode Cat# C01010130	
Commercial Assay or Reagent	MicroPlex Library Prep Kit	Diagenode	Diagenode Cat# C05010012	
Commercial Assay or Reagent	Liberase	Roche	Roche Cat# 05401119001	Cell dissociation (100 µg/mL)
Software, Tools	MACS version 2.1.0	(Zhang et al., 2008https://github.com/taoliu/MACS	MACS, RRID:SCR_013291	
Software, Tools	limma	(Ritchie et al., 2015)	LIMMA, RRID:SCR_010943	http://bioconductor.org/packages/release/bioc/html/limma.html
Software, Tools	R statistical software	(R Development Core Team, 2014)	R Project for Statistical Computing, RRID:SCR_001905	https://www.r-project.org/
Software, Tools	CisGenome	(Ji et al., 2008)	CisGenome, RRID:SCR_001558	http://www.biostat.jhsph.edu/~hji/cisgenome/
Database, Tools	JASPAR motif database	(Khan et al., 2018)	JASPAR, RRID:SCR_003030	http://jaspar.genereg.net/
Database, Tools	Transfac motif database	(Matys et al., 2006)	TRANSFAC, RRID:SCR_005620	http://gene-regulation.com/pub/databases.html
Database, Tools	VISTA enhancer browser	(Visel et al., 2007)	VISTA Enhancer Browser, RRID:SCR_007973	https://enhancer.lbl.gov/

### Embryonic manipulations

Experiments involving mice were approved by the Institutional Animal Care and Use Committee at the University of Texas at Austin (protocol AUP-2016–00255). The *Gli3^Xt-J^* and *Shh^tm1amc^* null alleles have been described previously (Hui and Joyner, 1993; Dassule et al., 2000) and were maintained on a Swiss Webster background. The *Gli3^3XFLAG^* allele, with an N-terminal 3XFLAG-epitope, (Lopez-Rios et al., 2014; Lorberbaum et al., 2016) was maintained on a mixed background. For ChIP and ChIP-seq experiments, fresh E10.5 (32–35 somite) forelimb buds were pooled from multiple litters to obtain sufficient *Gli3*^-/-^ and *Shh*^-/-^ mutant embryos along with somite matched controls (Swiss Webster embryos for *Gli3*^-/-^ experiments and a mixture of WT and heterozygous littermates for *Shh*^-/-^) embryos. For ATAC-seq, fresh pairs E10.5 (35 somite) posterior forelimb buds were dissected from individual embryos.

To inhibit HDAC1/2, E10.5 embryos (32–35S) were dissected in warm limb bud culture media (Panman et al., 2006) and explants still attached to the body wall were cultured in 250 nM of HDAC inhibitor FK228 (Selleckchem S3020), 20 μM of the HDAC inhibitor SAHA (Selleckchem MK0683), or DMSO vehicle control, for two hours at 37C. For each condition, 20–25 embryos were used (n = 4). After incubation, the explants were changed into fresh media (without inhibitor) to dissect anterior limb buds. Cells from anterior limbs were then dissociated and processed for ChIP.

### Cell culture

NIH3T3 were authenticated by and purchased from ATCC (NIH3T3 CRL-1658). They have tested negative for Mycoplasma. Cells were seeded on 6 cm plates with 5 × 10^5 cells and grown for three days until completely confluent. They were then switched to low serum (0.5%) and treated with 400 nM purmorphamine (Stemgent 04–0009) or 0.01% DMSO (vehicle control) for 2 days. Under these conditions, a representative purmorphamine-treated sample had substantial elevation of the canonical HH target genes *Ptch1* and *Gli1* compared to controls (47-fold and 697-fold enrichment, respectively). NIH3T3 cells (ATCC CRL-1658) were authenticated and purchased directly by vendor, and tested negative for Mycoplasma.

### Western blots

Whole limb buds from a single litter were lysed for 1 hr at 4C. For fractionation, 500,000 cells from limb buds were then dissociated with 100 ug/mL Liberase (Roche 05401119001), resuspended in CSKT buffer (10 mM PIPES pH6.8, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 1 mM EDTA, 1 mM DTT, 0.5% TritonX-100, incubated on ice for 10 min, and centrifuged for 5 min @ 5000 g. The cytoplasmic fraction (supernatant) and nuclear pellet were each resuspended in loading dye and boiled. Western blots were incubated with the following primary antibodies for 1 hr at room temperature in 3% milk: 1:4000 M2 Flag (Sigma 3165),1:4000 H3 (Cell Signaling 4499), 1:1000 GAPDH (Cell Signaling 5174), 1:1000 H3K27ac (Abcam Ab4729), 1:2000 B-actin (Cell Signaling 8457). Secondary antibodies were incubated for 1 hr at room temperature in 3% milk: 1:5000 Donkey anti-mouse (Jackson 715-035-150), Donkey anti-rabbit (Jackson 711-005-0152).

### Chromatin immunoprecipitation

ChIP experiments were performed as previously described (Vokes et al., 2008) with the following modifications. Histone ChIPs were performed on whole E10.5 (32S-35S) forelimbs pooled from 6 to 8 embryos. The GLI3-FLAG ChIP and the H3K27ac ChIP on cultured and treated limbs were performed on E10.5 (32–35S) forelimbs from 20 to 25 pooled embryos. The HDAC1 ChIP was performed on pooled forelimbs and hindlimbs from 30 E11.5 (40–44S) embryos. Cells were dissociated with 100 ug/ml Liberase (Roche 05401119001) and fixed: 15 min for H3K27ac. 30 min for GLI3-FLAG and 7 min for HDAC1 at room temperature in 1% formaldehyde. After cell lysis, chromatin was sheared. H3K27ac ChIP samples were sheared in buffer containing 0.25% SDS with a Covaris S2 focused ultrasonicator using the following settings: Duty Cycle: 2%, Intensity: 3, Cycles/burst: 200, Cycle time: 60 s, Power mode: frequency sweeping. GLI3-FLAG ChIP samples were sheared using a Branson Sonifier for 10 cycles, 30 s on/60 s off, intensity 3.5. HDAC1 samples were sheared using a Diagenode Bioruptor for 5, 10 min cycles: 30 s on/60 s off, on high power. Sheared chromatin was then split into 3 ChIP reactions and incubated with antibody-dynabead preparations overnight. The H3K27ac antibodies for conventional ChIP were from Diagenode (C15200184) and Abcam (ab4729), while the H3K27Ac antibody for MicroChIPs was from Diagenode (C15410196). Additional antibodies recognized H3K4me1 (Millipore ABE1353) H3K4me2 (Millipore 07–030) and H3K27me3 (Abcam ab195477), FLAG (Sigma F3165) and HDAC1 (Abcam ab7028). Beads were washed 5 times with RIPA buffer (1% NP40, 0.7% Sodium Deoxycholate, 1 mM EDTA pH8, 50 mM Hepes-KOH pH7.5, 2% w/v Lithium Chloride) and 1 time with 100 mM Tris pH8, 10 mM EDTA, 8.0, 50 mM NaCl and then eluted at 70°C for 15 min. For HDAC1 ChIPs beads were washed twice with low salt buffer (0.1% Deoxycholate, 1% Trition X-100, 1 mM EDTA, 50 mM Hepes-KOH pH 7.5, 150 mM NaCl), once in high salt buffer (0.1% Deoxycholate, 1% Trition X-100, 1 mM EDTA, 50 mM Hepes-KOH pH 7.5, 500 mM NaCl), once in LiCl buffer (250 mM LiCl, 0.5% NP-40, 0.5% Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8), and 2x washes in TE buffer (10 mM Tris-HCl pH 8, 1 mM EDTA). Crosslinking was reversed overnight at 70°C. Chromatin was purified and concentrated, then subjected to quantitative PCR and/or library preparation and sequencing. Quantitative PCR-based analysis was performed using SensiFAST SYBR-LoROX (Bioline BIO-94020) on a Viia7 system (Applied Biosystems). ChIP regions subsequently tested by qPCR are referred to in the figures by the unique peak ID number (Figure 1—source data 2). For each biological replicate, 2–3 technical replicates were performed for each qPCR reaction and the Ct values were averaged. Chromatin enrichment was determined by calculating delta delta Ct method (Livak and Schmittgen, 2001) against a control region (C1).

Primers are described below. Primers are identified by their H3K27ac Peak ID. Primers labeled #1–5 are HH-dependent GBRs.

**Table:** 

H3K27ac ID	Primers	GBR coordinate	GBR type	Comments
32467 (#1)	F: ACGCAGGCAGTTCCAATACA R: AGGGACTTCACCCAGTTCCA	Chr2:113640572–113641614	HH-dep.	GRE1 (near *Grem1*)
15198 (#2)	F: CCCTCCATTCTCCCTCCTTA R: GGACCTTTCCGTTGAAGTGA	Chr13:63950822–63952750	HH-dep.	randomly selected GBR
2666 (#3)	F: CTGGCTCCCAGAATCTCTCA R: TGTGCCCCATCTCTTTCAG	Chr1:155211962–155213426	HH-dep.	randomly selected GBR
45094 (#4)	F: GGGAGGGGTGAACTTGTCTT R: TGCAAATGAACACACGCATA	Chr5:134073187–134074116	HH-dep.	randomly selected GBR
20941 (#5)	F: TTCCCAGCTCAAGGTCATGT R: AGGAGGCAATGAAGACACTGG	Chr15:86429678–86430690	HH-dep.	randomly selected GBR
41492	F: AGAAGGACTCCTATGTGGGTGA R: ACTGACCTGGGTCATCTTTTCA	NONE	NONE	Beta actin- normalizing target
41492	F: AGCTAACAGCCTGCCCTCTG R: TTTTCCGGTGGTACCCTACG	NONE	NONE	Beta actin-normalizing target for H3K4me1
NONE (C1)	F: GCCAGAATTCCATCCCACTA R: CCAATAACCTGCCCTGACAT	NONE	NONE	negative normalizing

Samples were processed for ‘MicroChIP’ using the Diagenode True MicroChIP kit (Cat #C01010130) with the following modifications. Briefly, individual limb pairs (~100 k cells) of wildtype, *Shh^-/-^* and *Shh^-/-^;Gli3^-/-^* E10.5 embryos (33–34S) were processed separately by dissociating limb buds with 100 ug/mL Liberase (Roche 05401119001), crosslinked for 10 min, lysed and then sheared. Samples were sheared on a Diagenode BioRuptor for six cycles on high, 30 s on/off and processed through shearing while genotyping in parallel for *Shh^-/-^;Gli3^-/-^* and wildtype littermates (*Shh^+/+^;Gli3^+/+^*). Sheared chromatin was then incubated with H3K27ac antibody (Diagenode C15410196) overnight and Protein A magnetic beads (Diagenode C03010020) the following day for 2 hr. Chromatin-bound beads were washed, eluted and de-crosslinked and purified using MicroChIP DiaPure columns (Diagenode C03040001).

### ChIP-Seq

The ChIP-seq raw datasets from this study have been deposited in GEO (GSE108880) (see Source Data for Figures 1–5 for processed ChIP-seq and ATAC-seq data). The H3K4me1 data used in this study (GSE86690) were processed and analyzed as all other ChIP experiments were done, described below. All chromosomal coordinates refer to the mm10 version of the mouse genome.

After ChIP was performed as described above, libraries were generated using the NEBNext Ultra II library preparation kit with 15 cycles of PCR amplification (NEB E7645) or generated using the MicroPlex library prep kit (Diagenode C05010012) and sequenced to a depth of >40 million reads per sample for both ChIP and ‘MicroChIP’ experiments, using two biological replicates. Peaks were called using CisGenome version 2.1.0 (Ji et al., 2008). To identify differentially enriched peaks in the WT and *Shh^-/-^* limb buds (or control and purmorphamine-treated NIH3T3 cells), the peaks were merged to determine how many WT, WT input, *Shh^-/-^* and *Shh^-/-^* input reads overlapped with the peak region. The read numbers were adjusted by library size and log2 transformed after adding a pseudo-count of 1. The differential analysis between WT and WT input used limma (Ritchie et al., 2015). The FDR of the differential test was obtained and peaks with FDR < 0.05 are determined as having differential signal between WT and WT input. The same differential analysis procedure was repeated to compare between *Shh^-/-^* and *Shh^-/-^* input, and between WT and *Shh^-/-^*. To determine GLI motif quality, de novo motif discovery was performed on the 1000 GBRs with the highest quality using the flexmodule_motif function in CisGenome to identify the GLI motif. The GLI motif was mapped to the mouse genome using the motifmap_matrixscan_genome function in CisGenome software with default parameters.

### ATAC-Seq

Individual pairs of posterior forelimb fractions were dissected from 35 somite wildtype (n = 2) or *Shh^-/-^* embryos (n = 2). ATAC used components from the Nextera DNA Library Preparation Kit (Illumina) as described previously (Buenrostro et al., 2015) with the following variations. 5,000 cells from each sample were added into each reaction and cells were lysed on ice for 8 min. prior to centrifugation. Libraries were generated using 18 cycles of PCR amplification with NEB high fidelity 2x master mix (New England Biolabs), cleaned up with AMPure XP beads (Beckman Coulter) and sequenced on an Illumina NextSeq 500 using PEx75 to a depth of 30 million reads. Peaks were called using MACS2 with a fixed window size of 200 bp and a q-value cutoff of 0.05. Differential analysis of wildtype versus *Shh^-/-^* peak signals was performed essentially as described for ChIP above using limma (Ritchie et al., 2015).

## Data Availability

Sequencing data has been deposited in GEO (accession GSE108880). The following dataset was generated: LexRKJiZFalkensteinKNZhouWHenryJLJiHVokesSA2020GLI transcriptional repression regulates enhancer activity and chromatin accessibility for Hedgehog target genesNCBI Gene Expression OmnibusGSE108880 The following previously published datasets were used: LewandowskiJPDuFZhangSPowellMBFalkensteinKNJiHVokesSA2015RNA sequencing of mouse littermate wild-type and Shh null E10.5 forelimbs [Illumina]NCBI Gene Expression OmnibusGSE58645 ENCODEDCC2016ChIP-seq from limb (ENCSR238SGC)NCBI Gene Expression OmnibusGSE86690

# Supplementary material for: GLI transcriptional repression regulates tissue-specific enhancer activity in response to Hedgehog signaling
**Source:** eLife. 2020 Jan 28;9:e50670. doi: 10.7554/eLife.50670
**Supplement:** Figure 1—source data 4. — Table showing the top 20 motifs uncovered from de novo motif analysis on HH-responsive GBRs. The enrichment is relative to matched genomic controls. Note that ‘HH_resp_2’ is the only motif with an enrichment value of greater than two and corresponds with a known GLI binding motif.

Figure1-Source Data4: Enrichment of de novo motifs in HH-responsive GBRs

| Motif ID               | Logo                                                                                | Enrichment |
|------------------------|-------------------------------------------------------------------------------------|------------|
| HH-resp_0.mat          | 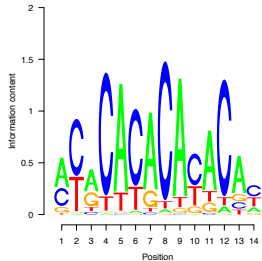   | 1.289071   |
| HH-resp_1.mat          | 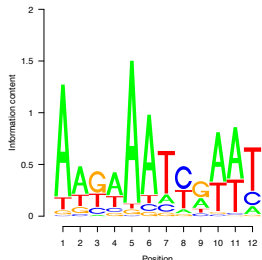   | 1.151352   |
| HH-resp_2.mat<br>(GLI) | 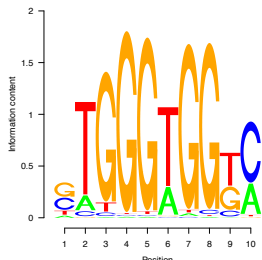  | 2.386835   |
| HH-resp_3.mat          | 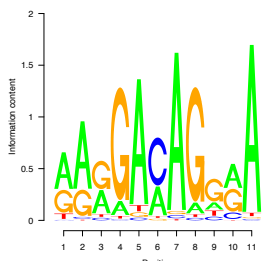 | 1.002307   |
| HH-resp_4.mat          | 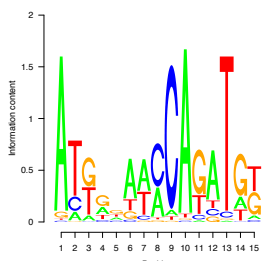 | 1.550095   |

How the deposited data were processed for this re-analysis (not part of the article)

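HDAC1 binding was measured by ChIP-seq in 4 HDAC1 ChIP samples and 3 inputs of pooled limb buds at E11.5. The authors called peaks with CisGenome (mm10) at a false discovery rate below 0.05 and deposited 1 list with the chromosome, start and end of each peak. The aligner is not named in the paper's text. The deposited columns are coordinates, not counts or a signal, and the authors' rank order is kept in the order of the list. Since the list gives no value for a single sample, no comparison between replicates, no value without 1 replicate and no correction for depth was possible. The paper gives more than 40000000 reads per sample, and weaker binding sites can fall below the peak threshold at any depth.

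Peaks were read as 1-based intervals with both ends included, and mm10 coordinates were used throughout with the GRCm38 reference sequence and the GENCODE M21 basic annotation. A region overlapped HDAC1 when a peak covered at least 1 bp of it. Alternatives were at least 50% of the region, the first 7674 peaks of the ranked list, regions widened to at least 1000 bp, other merging, single chromosomes and a TSS window of 5 kb. These, the tests of overlap by class, GLI3 binding, position and GLI3 rank, and their main settings were chosen before the data were examined. The TSS of all basic transcripts in place of protein-coding ones and the tests of explanations in the closing section were added after the data had been opened, some of them after a related result was seen, as stated there. Chromosome 1 and chromosome 11 regions, the top-ranked GLI3 peaks, VISTA enhancers, H3K27me3 GBRs and ATAC-seq peaks were taken from the paper's source data, and their classes and values are the paper's. The paper's complete class lists were not used here.

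Shares were compared with Fisher's exact test and given with 95% Wilson intervals. Class was adjusted for promoter position with the Mantel-Haenszel odds ratio and for region length, H3K27ac level and GC content with logistic models, each with 10000 permutations of class. Means were compared with 100000 resamples, and overlap by position alone with 1000 random placements between the first and last HDAC1 peak of the chromosome. All of these tests are over regions, which are not biological replicates, and neighbouring regions are not independent. Loci named in the text were fixed as the regions with coordinates in Fig. 5C to 5E, the 5 GBRs of the primer table and the GBRs at a few HH target genes, of which those at Gli1, Ptch1 and Grem1 are given and 1 other is not reported here.

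The procedures were tested on simulated data. Overlap calls matched a base-by-base count for 2000 of 2000 regions. The logistic model returned a median log2 odds ratio of -2.04 where -2.0 was simulated and passed the 0.05 threshold in 91.2% of 1000 simulations. That effect is larger than the -1.06 seen with chromosome alone, and the simulation had 1 covariate. The power for a class effect of the observed size is thus not known from it. Without an effect it passed in 5.3% of 1000. The test within promoter and distal loci passed in 3.7% of 1000 simulations in which the classes differed only in promoter position. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.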

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

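The tests of genome coverage at Stable regions were chosen only after the result was seen; the others in this part were chosen before. The paper intersects HDAC1 peaks with GBRs and gives no HDAC1 overlap for H3K27ac regions without GLI3 binding. On chromosome 1, 8.82% of the HH-responsive H3K27ac regions not bound by GLI3 (6 of 68) overlapped an HDAC1 peak, above the level of random positions. The overlap was 25.3-fold the mean of 1000 random placements (p = 0.001 by permutation of positions, the smallest they can give), so the length of genome covered by the peaks did not account for it. Without the regions within 10000 bp of a GLI3-bound region, 4 of 55 still overlapped, which was 18.4-fold the random mean (p = 0.001, same permutation), so proximity to a GLI3-bound region within that distance did not account for all of it. Longer distances were not tested. Promoter position, GC content and depth were not tested for these 68 regions, and no biological explanation was tested.

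Stable H3K27ac regions not bound by GLI3 also overlapped HDAC1 peaks, in 13.3% of cases (168 of 1260), which was 28.5-fold the random mean (p = 0.001, same permutation). With regions within 10000 bp of a GLI3-bound region left out the ratio was 27.5 (142 of 1099 regions). Away from promoters it was 8.40 (38 of 1017 regions, 3.74%), against 130 of 243 regions (53.5%) at promoters. The overlap was thus higher at promoters but not confined to them among these regions. A candidate explanation is that HDAC1 is present at active promoters and at some distal elements whether or not GLI3 is bound, and the ratio of 8.40 at distal regions is consistent with this, but GC content and open chromatin at these regions were not tested.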

How the results depend on the processing

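The results were recomputed under 37 alternatives, of which 25 kept both the direction and the side of the 0.05 threshold. The number of HDAC1 peaks fell from 15347 to 12193 when peaks no more than 1000 bp apart were merged, which is within a factor of 1.5. Another 5 kept the direction but lost the threshold, 4 changed direction and 2 moved a share.

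The difference between Stable and HH-responsive GLI3-bound loci was 32.4 percentage points. It stayed between 18.8 and 43.9 percentage points with p from 0.00355 to 0.0462 (Fisher's exact test) under 6 alternatives. On chromosome 11 alone it was 18.1 percentage points (p = 0.189, Fisher's exact test). The regions of chromosome 11 came from MicroChIP and those of chromosome 1 from standard ChIP-seq, so the 2 chromosomes also differ in assay. The H3K27me3-positive GBRs kept their direction, and the difference (Stable minus HH-responsive) was -17.2 percentage points with at least 50% overlap (p = 0.0994, Fisher's exact test), -17.8 with the first part of the ranked list (p = 0.110) and -19.3 after merging (p = 0.0587). The difference in GLI3 enrichment fell to 0.039 with at least 50% overlap (p = 0.0679, permutation test). The cause was not tested for any of these.

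Changes of direction came from results that were not significant under any setting. With the first 7674 peaks the difference at limb-active VISTA GBRs was 9.83 percentage points in place of -4.50, and the log2 odds ratio of class adjusted for length and H3K27ac level was 0.0017 in place of -0.27. The log2 Mantel-Haenszel odds ratio of class adjusted for promoter position was 0.44 with at least 50% overlap and 0.27 with the first 7674 peaks, in place of -0.34. The cause was not tested for these either. The share of HDAC1 peaks near a TSS was 77.9% with a window of 5 kb and 74.8% with the TSS of all transcripts, an alternative chosen after seeing the data, in place of 70.1%.

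No paired analysis was possible because the deposited list is 1 list for all samples and carries no replicate number. For the same reason no replicate was left out in turn. Depth per peak is not in the list, so how many HH-responsive regions lie just under the peak threshold cannot be read from it.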

Differences from the paper's values

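In the loci of chromosomes 1 and 11, 8.70% of HH-responsive loci (2 of 23, interval 2.42 to 26.8%) lay near a protein-coding TSS, against the paper's 26% of all HH-responsive GBRs, a value inside that interval. This share was not recomputed under the alternatives set before the data were examined. With the TSS of all basic transcripts, which was chosen after seeing the data, it was 13.0%.

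The paper gives a higher share of HDAC1 overlap for Stable than for HH-responsive GBRs. In the subset of GBRs with H3K27me3 in Shh-/- limb buds the HH-responsive share was the higher, 96.8% against 79.5%, and at limb-active VISTA GBRs it was 75.0% against 70.5%, a difference that was not significant. For all HH-responsive GBRs the paper's measured share is 41%, and the share was 39.1% at the loci of chromosomes 1 and 11. For Stable GBRs the paper's share is 78%, and the share was 71.5% at these loci, with an interval of 67.4 to 75.3% that leaves out the paper's value. Under the alternatives set before the data were examined, the Stable share was between 46.6%, with at least 50% overlap, and 78.0%, with the coordinates of the top-ranked GLI3 peaks in place of the H3K27ac regions, and it was 58.2% without merging. With those GLI3 peak coordinates the HH-responsive share was 50.0%.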

Other observations

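The tests of the average ATAC-seq signal and of the t statistic without regard to signal were chosen only after related results were seen; the others in this part were chosen before. The lower HDAC1 overlap at HH-responsive than at Stable GLI3-bound loci (39.1% against 71.5%) was weighed against properties in which the classes differ. The Mantel-Haenszel odds ratio within promoter and distal loci was 0.791 (p = 0.655, permutation test). Given region length and H3K27ac level, the log2 odds ratio of the HH-responsive class was -0.27 (p = 0.665, permutation test), against -1.06 with chromosome alone (p = 0.0476, permutation test). The adjustment removed less with at least 50% overlap, where the log2 odds ratio went from -1.85 to -1.25 (p = 0.0878, permutation test), and with widened regions, where it went from -1.30 to -0.86 (p = 0.123, permutation test). With the first 7674 peaks it went from -0.85, which was itself not significant (p = 0.153, permutation test), to 0.0017 (p = 0.998, permutation test). Given GC content, which averaged 55.6% in Stable and 48.9% in HH-responsive regions, it was 0.045 (p = 0.944, permutation test). With all of these together it was 0.75 (p = 0.253, permutation test). HDAC1 peaks at HH-responsive loci lay 1932 positions later in the ranked list on average, a difference that was not significant (p = 0.160, permutation test). That test has only the 9 HH-responsive loci with a peak and none of those without one, so the class difference cannot be told apart from weaker binding that falls below the peak threshold. Promoter position and the properties that go with it are another candidate explanation. The data do not separate these from one another, and with 21 distal HH-responsive loci no more than 3 with a peak would have passed the 0.05 threshold, so a smaller difference between distal loci remains possible. HDAC1 was measured at a later stage than GLI3 binding and the classes, and in hindlimb as well as forelimb buds. Whether this mismatch contributes to the class difference was not tested. No biological explanation was tested.

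Stable H3K27ac regions on chromosome 1 overlapped HDAC1 peaks more often when bound by GLI3 (55.4% against 13.3%). The log2 odds ratio of GLI3 binding was 2.09 given region length and H3K27ac level, and the Mantel-Haenszel odds ratio within promoter and distal regions was 4.73 (each p = 0.0001, the smallest that 10000 permutations can give). Neither property accounts for the whole difference. GC content and open chromatin, which may favour peaks of both proteins, were not tested for it, so the pattern cannot be told apart from them.

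The hypothesis that limb-active VISTA enhancers with HDAC1 at their Stable GBR are active in more tissues was not borne out. The paper's mean number of tissues was 2.94 ± 1.66 (SD over 98 enhancers) with an HDAC1 peak and 2.80 ± 1.49 (SD over 41) without, a difference of 0.134 (p = 0.685, permutation test).

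Among the 1997 ATAC-seq peaks at Stable GBRs in the paper's source data used here, 77.3% overlapped an HDAC1 peak. The paper's average log2 ATAC signal was 0.87 higher at those that did (p = 1e-05, the smallest that 100000 resamples can give), and the overlap rose from 50.9% of the 499 peaks with the lowest signal to 93.0% of the 500 with the highest. The paper's t statistic of WT against Shh-/- was also higher there, by 0.307 (p = 1e-05, same resampling). Its mean was 0.176 (SD 0.61) with an HDAC1 peak and -0.131 (SD 0.77) without one. Within 4 groups of peaks of similar average signal the difference in t was 0.220 (p = 0.0001, the smallest that 10000 permutations can give), from 0.390 in the group with the lowest signal to 0.0067 in that with the highest. Stable GBRs with an HDAC1 peak may thus have a slightly higher t than those without one, a hypothesis that rests on a small difference over peaks. Part of that difference came from the negative mean t of peaks without HDAC1. The limb buds differ in stage between the assays, and GC content and promoter position were not tested for it.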
